# Chronic diazepam administration increases the expression of Lcn2 in the CNS

**DOI:** 10.1002/prp2.283

**Published:** 2017-01-31

**Authors:** Tomonori Furukawa, Shuji Shimoyama, Yasuo Miki, Yoshikazu Nikaido, Kohei Koga, Kazuhiko Nakamura, Koichi Wakabayashi, Shinya Ueno

**Keywords:** Benzodiazepine, diazepam, GABA_A_‐Rs, lcn2, Ngal, transcriptome

## Abstract

Benzodiazepines (BZDs), which bind with high affinity to gamma‐aminobutyric acid type A receptors (GABA_A_‐Rs) and potentiate the effects of GABA, are widely prescribed for anxiety, insomnia, epileptic discharge, and as anticonvulsants. The long‐term use of BZDs is limited due to adverse effects such as tolerance, dependence, withdrawal effects, and impairments in cognition and learning. Additionally, clinical reports have shown that chronic BZD treatment increases the risk of Alzheimer's disease. Unusual GABA_A_‐R subunit expression and GABA_A_‐R phosphorylation are induced by chronic BZD use. However, the gene expression and signaling pathways related to these effects are not completely understood. In this study, we performed a microarray analysis to investigate the mechanisms underlying the effect of chronic BZD administration on gene expression. Diazepam (DZP, a BZD) was chronically administered, and whole transcripts in the brain were analyzed. We found that the mRNA expression levels were significantly affected by chronic DZP administration and that lipocalin 2 (*Lcn2*) mRNA was the most upregulated gene in the cerebral cortex, hippocampus, and amygdala. Lcn2 is known as an iron homeostasis‐associated protein. Immunostained signals of Lcn2 were detected in neuron, astrocyte, microglia, and Lcn2 protein expression levels were consistently upregulated. This upregulation was observed without proinflammatory genes upregulation, and was attenuated by chronic treatment of deferoxamine mesylate (DFO), iron chelator. Our results suggest that chronic DZP administration regulates transcription and upregulates Lcn2 expression levels without an inflammatory response in the mouse brain. Furthermore, the DZP‐induced upregulation of Lcn2 expression was influenced by ambient iron.

**Abbreviations**
*Actb*: beta‐actin
Amg: amygdala
BZDs: benzodiazepines
CaMKII: calcium/calmodulin type II
*Crhbp*: corticotropin‐releasing hormone‐binding protein
Ctx: cortex
*Cxcl1*: chemokine (CXC motif) ligand 1
DFO: deferoxamine
DZP: diazepam
*Fabp7*: fatty acid‐binding protein 7
GABA_A_‐Rs: GABA_A_ receptors
GABA: *γ*‐aminobutyric acid
Hip: hippocampus
*Ifitm3*: interferon‐induced transmembrane 3
*Il‐6*: interleukin‐6
*Lcn2*: lipocalin 2
*Lyz2*: lysozyme 2
MAP: mitogen‐activated protein
Ngal: neutrophil gelatinase‐associated lipocalin
*Npy*: neuropeptide Y
*Ppia*: peptidylprolyl isomerase A
*Rps18*: ribosomal protein S18
*Selp*: selectin platelet
*Tbp*: TATA box‐binding protein
*Tnf‐α*: tumor necrosis factor‐*α*
*Vwf*: von Willebrand factor homolog

## Introduction

*γ*‐aminobutyric acid (GABA) is an inhibitory neurotransmitter that activates ionotropic (ligand‐gated ion channel) GABA type A receptors (GABA_A_‐Rs) in the mammalian brain. GABA_A_‐Rs are pentameric ion channels composed of seven subunit families (Sieghart 1995; Whiting et al. 1999). Most native GABA_A_‐Rs in the adult brain are composed of combinations of *α*,* β*, and either *γ* or *δ* subunits. GABA_A_‐Rs associate with higher brain functions, such as cognition, learning, and emotion (Collinson et al. 2002; Maubach 2003; Morris et al. 2006). The dysfunction of GABA_A_‐R‐mediated GABA systems has been implicated in neuropsychiatric diseases, including anxiety, depressive disorder, epilepsy, insomnia, and schizophrenia (Mohler 2006; Charych et al. 2009; Hines et al. 2012). Benzodiazepines (BZDs) are clinically used to treat anxiety, insomnia, and some forms of epilepsy and as adjunct treatments in both depressive disorder and schizophrenia (Bandelow et al. 2008; Rudolph and Knoflach, 2011; Volz et al. 2007). BZDs bind GABA_A_‐Rs at a high‐affinity binding site located between the *α* and *γ* subunits and potentiate GABA_A_‐R activities (Sigel and Buhr 1997). Although BZDs are frequently prescribed because of their high efficacy and low toxicity, there are significant risks associated with their long‐term use, such as tolerance, dependence, withdrawal, and cognitive and learning impairment (Golombok et al. 1988; Rummans et al. 1993; Zeng and Tietz 1999; Paterniti et al. 2002; Katsura et al. 2007; Vinkers et al. 2012). Furthermore, a recent clinical study revealed that BZD overuse is associated with an increased risk of Alzheimer's disease (Yaffe and Boustani, 2014; Imfeld et al., 2015; Rosenberg, 2015). The adverse effects following chronic BZD treatment are complex processes that remain incompletely understood.

Several studies have identified neuroadaptive mechanisms underlying BZD tolerance and withdrawal, including alterations in GABA_A_‐R subunit mRNA expression (Vinkers et al. 2012; Gutierrez et al., 2014; Wright et al. 2014). For example, repeated DZP (a medication in the BZD family) administration increased *α*1, *α*4, *β*1, and *γ*3 subunit mRNA levels and decreased *β*2 subunit mRNA levels (Holt et al., 1996). Additionally, the hybridization signals for N‐methyl‐D‐aspartate (NMDA) glutamate receptor mRNA were increased in the hippocampal dentate gyrus of rats administered BZDs (Perez et al., 2003). The *β* and *γ* subunits of GABA_A_‐Rs have phosphorylation sites in intracellular loops and these sites are phosphorylated by various kinases, such as protein kinase A (PKA), protein kinase C (PKC), tyrosine kinase Src, and calcium/calmodulin type II (CaMKII)‐dependent kinase. GABA_A_‐R phosphorylation could affect channel plasticity and surface trafficking mechanisms (Brandon et al., 2002; Kittler and Moss, 2003; Houston et al., 2007; Hu et al., 2008). These phosphorylation processes are likely associated with neuroadaptive mechanisms because DZP administration decreases CaMKII*α* and MAP kinase phosphatase mRNA levels in the mouse cerebral cortex (Huopaniemi et al., 2004). However, gene expression and signaling pathways relating to disadvantage of chronic BZDs treatment are not known completely.

In this study, the global transcription profiles of the mouse brain were investigated via microarray analyses to identify the genes and pathways that are associated with adverse effects following chronic DZP treatment. Epileptic effects are known to be frequently focused in the cerebral cortex and hippocampus. The amygdala is a neuronal substrate for emotional states such as fear and anxiety. Because both epileptic and anxiety disorders are commonly treated with DZP, mRNA expression levels in the cerebral cortex, hippocampus, and amygdala were the focus of the analysis in this study. The mRNA expression levels of some genes were significantly up‐ or downregulated by chronic DZP administration. Notably, we found that *Lcn2* mRNA expression was threefold higher in the DZP‐administered brains than vehicle‐administered brains. The analysis of microarray data and qRT‐PCR results revealed that the mRNA of the Lcn2‐001 splice variant (RefSeq# NM_008491, Ensembl# ENSMUST00000050785) was upregulated, consistent with Lcn2 protein expression levels. The immunohistochemical analysis revealed that Lcn2 protein was localized in neuron, astrocyte, and microglia. These results indicated that chronic DZP administration affected the transcription and upregulation of *Lcn2* expression and function in CNS, and that DZP‐induced Lcn2 upregulation was correlated with iron homeostasis.

## Materials and Methods

### Animals

Approximately, 8‐week‐old male C57BL/6 mice were used in our experiments. The mice were housed at 24 ± 2°C with a 12/12‐h light/dark cycle (lights on at 8:00 am) and were given free access to commercial food and tap water. The experimental procedures were based on the Guidelines of the Committee for Animal Care and Use of Hirosaki University, and all efforts were made to minimize the number of animals used and their suffering.

### Chemicals

DZP was purchased from Wako Pure Chemical Industries (Osaka, Japan). DZP was dissolved in intralipid (20% i.v. fat emulsion). Deferoxamine mesylate (DFO), iron chelator, was purchased from Abcam (ab120727; Cambridge, UK), and was dissolved in saline.

### Chronic treatment of DZP and DFO

To study the effect of chronic DZP treatment on gene expression, the mice were treated twice daily (at 8:00 a.m. and 5:00 p.m.) for 10 consecutive days with DZP (5 mg/kg i.p.) or Intralipid (Vlainic and Pericic, 2009; Wright et al. 2014). For the experiment of iron chelation, DFO (100 mg/kg i.p.) was administered with DZP or intralipid.

### RNA isolation

After the termination of repeated DZP or vehicle treatment, the mice were deeply anesthetized with a medetomidine‐midazolam‐butorphanol combination and were transcardially perfused with modified artificial cerebrospinal fluid (ACSF). The solution contained the following components (in mmol/L): 220 sucrose, 2.5 KCl, 1.25 NaH_2_PO_4_, 10.0 MgSO_4_, 0.5 CaCl_2_‐2H_2_O, 26.0 NaHCO_3_, and 30.0 glucose (330–340 mOsm). The brains were then quickly removed and cut into 1‐mm‐thick coronal slices with brain matrix. The cerebral cortex, hippocampus, and amygdala were punched out from the coronal slices and preserved in RNAlater (Ambion, Austin, TX) solution according to the manufacturer's instructions and were stored at −80°C for further processing. The total RNA was extracted from the punched out tissue of the control or chronic DZP‐administered mouse brains using an RNeasy Lipid Tissue Mini Kit (QIAGEN, Valencia, CA) in accordance with the manufacturer's protocol.

### Microarray analyses

Gene expression profiling was performed using a GeneChip^®^ Mouse Transcriptome Array (MTA) 1.0 (Affymetrix, Santa Clara, CA). The total RNA (100 ng) was assessed using first‐strand cDNA synthesis, second‐strand cDNA synthesis, and cRNA amplification. After reaction termination, the RNA concentration was measured using a NanoDrop spectrophotometer (NanoDrop Technologies, San Diego, CA, USA), and the size distribution (100 ~ 4500 nt) was checked via 1.5% denatured agarose gel electrophoresis. The cRNA (15 *μ*g) was subsequently synthesized with second‐cycle single‐strand cDNA. After template RNA removal, the single‐strand cDNA was purified. The cDNA (5.5 *μ*g) was then fragmented and labeled. cRNA and cDNA syntheses were performed using a GeneChip^®^ WT PLUS Reagent Kit (Affymetrix) in accordance with the manufacturer's protocol. Fragmented and labeled cDNA were injected and hybridized onto an MTA cartridge. After hybridization, the array cartridges were washed and stained. Fragmentation, labeling, and hybridization were performed using a GeneChip^®^ Hybridization, Wash, and Stain Kit and a GeneChip^®^ Fluidics Station 450 (Affymetrix). The MTA cartridges were scanned with a GeneChip^®^ Scanner 3000 7G System. After scanning the MTA cartridge, an array quality check (QC) was performed using Expression Console™ software (Affymetrix). We ascertained whether all array data fulfilled the following criteria: Pos_vs_neg_auc > 0.7, Poly (A) spike control: Dap‐5 >  thr‐5 >  phe‐5 >  lys‐5, and hybridization control: Cre‐5 >  bioD‐5 >  bioC‐5 >  bioB‐5 (the QC metrics recommended by the manufacturer). All array data from all samples analyzed in this study fulfilled those criteria.

### Whole‐transcriptome array

After the QC, the array data sets were analyzed via Transcriptome Analysis Console (TAC) software to identify genes. TAC software enables the easy investigation of expression levels of alternative splicing variants. Unpaired one‐way ANOVA was performed to compare the signal intensities indicating gene expression between the control and chronic DZP‐treated mice. Several genes that were significantly altered with *P*‐values <0.05 and fold changes ≥ 1.5 or ≤ 0.66 with chronic DZP treatment were selected and further analyzed. The array data are deposited in the Gene Expression Omnibus (GEO). The raw data can be viewed and analyzed (accession number GSE76700, http://www.ncbi.nlm.nih.gov/geo).

### Alternative splicing analysis

The expression levels from the microarray data of each exon were compared between the controls and those that received chronic DZP treatment. The values of signal intensities (log2) of particular genes and each probe selection region (PSR) were obtained using TAC software. The log2 values were converted into the antilog values to calculate the relative expression level of each PSR. The values of each PSR were divided by the signal intensity of the entire gene in question. To clarify which PSRs were altered by chronic DZP treatment, the value at baseline of the entire gene in the same region as the control was used.

### Gene ontology (GO) analysis

Differentially expressed genes were subjected to GO analysis using the PANTHER Classification System (http://pantherdb.org/), a part of the Gene Ontology Reference Genome Project. The gene sets that showed significantly different expression between the control and chronic DZP‐administered mice were analyzed, and the signal intensity ratio was illustrated using a pie chart of biological process and molecular function. The gene list input to the PANTHER Classification System was divided according to down‐ or upregulation by DZP regardless of the brain region.

### Quantitative real‐time reverse transcription PCR (qRT‐PCR)

The total RNA was extracted from mice as described above. Five microgram of RNA was reverse‐transcribed to cDNA using SuperScript™ III Reverse Transcriptase (Invitrogen, Carlsbad, CA) in accordance with the manufacturer's protocol. Real‐time PCR was performed using SsoFast™ EvaGreen^®^ Supermix (Bio‐Rad; Hercules, CA) in a CFX96 Real‐Time PCR Detection System (Bio‐Rad). The primer sets used in this study are shown in Table 1. The cDNA derived from transcripts that encode *Gapdh* was amplified in each sample as an internal control.

**Table 1:** The primer sets used in this study

Gene symbol	Official ID	Primer sequence (5′→3′)
*Lcn2*	ENSMUST00000192241 (PS‐A)	F: AAGGAAGCTGCACAGGGTCT
		R: GTGCAAGGTTGAGCAACAGG
	NM_008491 (PS‐B)	F: ATGTCACCTCCATCCTGGTCAG
		R: GCCACTTGCACATTGTAGCTCTG
	NM_008491 (PS‐C)	F: GGAACGTTTCACCCGCTTTG
		R: GAAGAGGCTCCAGATGCTCC
*Gapdh*	NM_008084NM_001289726	F: AGAACATCATCCCTGCATCCA
		R: CCGTTCAGCTCTGGGATGAC
*Ifitm3*	NM_025378	F: TTCTGCTGCCTGGGCTTCATAG
		R: ACCAAGGTGCTGATGTTCAGGC
*Selp*	NM_011347	F: AAGATGCCTGGCTACTGGACAC
		R: CAAGAGGCTGAACGCAGGTCAT
*Vwf*	NM_011708	F: AACAGACGATGGTGGACTCAGC
		R: CGATGGACTCACAGGAGCAAGT
*Lyz2*	NM_017372	F: TGCCAGAACTCTGAAAAGGAATGG
		R: CAGTGCTTTGGTCTCCACGGTT
*Fabp7*	NM_021272	F: CAGTCAGGAAGGTGGCAAAGTG
		R: GCTTGTCTCCATCCAACCGAAC
*Crhbp*	NM_198408	F: GTGGTCTTACCAGAAGGAGCATC
		R: AACCTTCCACTCGGAGTCTGAG
*NpY*	NM_023456	F: CGCTCTATCTCTGCTCGTGT
		R: TGTTCTGGGGGCGTTTTCTG

### Western blotting and densitometric analysis

The cerebral cortex, hippocampus, and amygdala were punched out from coronal brain slices of the control and the chronic DZP‐administered mice, homogenized, and sonicated in lysis buffer containing 20 mmol/L Tri‐HCl at pH 8.0, 0.32 mol/L sucrose, 1% TX‐100, 0.1% SDS, and cOmplete™ Protease Inhibitor Cocktail (Roche Diagnostics, Germany). Insoluble fractions were precipitated via centrifugation at 20,000*g* for 30 min, and the supernatant fractions were recovered as whole cell extracts. All steps in this procedure were performed on ice or at 4°C.

Equal amounts of protein were denatured in SDS sample buffer, separated on 5–20% gradient gels (Wako), and subsequently transferred onto a PVDF membrane (0.2 *μ*m, GE Healthcare Japan, Tokyo). The membranes were blocked with 5% skim milk in 0.1% Tween‐20‐TBS (T‐TBS, pH 7.6) at room temperature for 60 min. Then, the membranes were probed with primary antibodies at 4°C overnight. After washing the membranes with T‐TBS three times (10 min per wash), the membranes were probed with secondary antibody at 4°C for 2 h. Immunocomplexes were detected using ImmunoStar chemiluminescence reagent (ImmunoStar^®^ LD, Wako) and the ImageQuant LAS 4000 mini system (GE Healthcare). The detected band intensities were analyzed using ImageJ software (http://imagej.nih.gov/ij/). The following first antibodies were used in western blot analysis: anti‐Lcn2 (1:10,000, ab63929; Abcam) and anti‐Gapdh (1:5,000, FL‐335; Santa Cruz Biotechnology, Santa Cruz, CA, USA). Polyclonal goat anti‐rabbit IgG/horseradish peroxidase (HRP)‐conjugated secondary antibody (P0448) was purchased from DakoCytomation (Glostrup, Denmark).

### Immunohistochemistry

The mice were transcardially perfused with phosphate‐buffered saline, and the brains were removed and fixed with 4% paraformaldehyde for 48 h. After dehydration through a graded ethanol series, the blocks were embedded in paraffin, cut into 4‐*μ*m‐thick sections, and processed for double‐label immunofluorescence. Deparaffinized sections were incubated with a mixture of rabbit anti‐Lcn2 (1:500, ab63929, Abcam) and mouse anti‐NeuN (1:500, MAB377, Millipore, Bedford, USA), goat anti‐Iba1 (1:500, ab5076, Abcam), or goat anti‐GFAP antibodies (1:500, SC6170, Santa Cruz Biotechnology) overnight at 4°C. The sections were then rinsed and incubated with anti‐rabbit IgG tagged with Alexa Fluor 488 (1:1000, Invitrogen), anti‐mouse IgG tagged with Alexa Fluor 594 (1:1000, Invitrogen), or anti‐goat IgG tagged with Alexa Fluor 594 (1:1000, Invitrogen) for 2 h at 4°C. After rinsing, the sections were mounted with Vectashield (Vector Laboratories, Burlingame, USA) and observed with a fluorescence microscope (BZ‐ X700, Keyence, Japan). The numbers of Lcn2‐positive cells in the cerebral cortex, hippocampus, and amygdala were counted using ImageJ software (National Institutes of Health, Bethesda, USA) and presented as density. The area in which Lcn2‐positive cells were counted was also measured by ImageJ software.

### Statistics

Unless otherwise indicated, all numerical data are presented as the mean ± SEM. Statistical analyses of the gene expression levels using Affymetrix gene array data were assessed using one‐way ANOVA. All other comparisons in the analysis of alternative splicing, qRT‐PCR, and western blotting were assessed using Student's t‐test. Differences were considered statistically significant at *P *<* *0.05.

## Results

### Gene expression profile following chronic DZP administration

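Gene expression was measured with Affymetrix Mouse Transcriptome Arrays 1.0, which carry probes for coding and noncoding transcripts, exons and exon junctions. Male C57BL/6 mice of approximately 8 weeks received DZP, a benzodiazepine that enhances the response of GABA_A_ receptors, or Intralipid, a fat emulsion that served as vehicle (Ctrl), in 2 intraperitoneal injections a day for 10 days. The paper gives the dose as 5 mg/kg and the injection hours as 8 and 17, whereas the sample labels give 5 mg/ml and hours 8 and 18. Cortex, hippocampus, and amygdala were punched from brain slices of 3 mice per treatment, and 100 ng of total RNA per sample was labelled, which gave 18 arrays (*n* = 3 per treatment and region). With 3 mice per treatment, the regions share mice and are not independent experiments, although the labels do not say which arrays came from the same mouse. The limma fit described below treats all arrays as independent. The authors summarised each array as log2 signal intensities, once per transcript cluster (gene level) and once per probe selection region (PSR) or exon junction (exon level). The method of summarisation and of normalization between arrays is not given in the sources used here. The median gene-level signal intensity (log2) of an array lay between 5.86 and 6.03, and the mean of the 5222 negative-control probe sets between 6.71 and 6.80. The negative-control mean thus lay above the median of every array, so it is no floor of the signal. The authors compared DZP with Ctrl within each region and selected genes by an unadjusted P below 0.05 and a fold change of at least 1.5 in either direction, leaving out pseudogenes and predicted genes. These are called the study's criteria here. From the deposited log2 values, 6732 control probe sets were left out and the other 65956 transcript clusters were tested. Of these clusters, 30646 carry 1 gene symbol, 2168 carry several and 33142 carry none. All 6 groups were fitted together with limma, DZP was compared with Ctrl within each region, and p-values were adjusted over all clusters by the Benjamini-Hochberg method at 0.05. The study's criteria were also applied to the same values, with fold changes taken from the group means of the log2 signal intensities. Lists of genes fixed before the data were examined were compared with all other clusters by camera, a test of limma with a preset correlation of 0.01 between genes, and again with a correlation estimated from the arrays. Table S1 comes from the same arrays and had been read when the lists were fixed, so the tests of families and markers that it names, such as small nucleolar RNA, vomeronasal receptor and striatal genes, are not independent of it. The number of arrays limits the precision. In simulated data of the same size, limma recovered 54%, 58% and 46% of clusters changed 1.5-fold in the cortex, hippocampus, and amygdala, and 86%, 84% and 88% of clusters changed 2-fold. Only clusters above the median level were changed, with noise drawn independently for each cluster. The recovery of dim clusters, or with correlated noise, was not tested and may be lower.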

We used a DZP chronic administration mouse model followed by microarray analysis to understand the effects of chronic DZP treatment. Chronic DZP treatment altered the expression levels of a number of genes. 

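By the study's criteria, 33 named genes were higher and 13 lower in the DZP cortex than in the Ctrl cortex, 21 were higher and 54 lower in the hippocampus, and 26 were higher and 12 lower in the amygdala. The lower genes of the cortex included *Dio2*, which encodes a deiodinase that activates thyroid hormone (log2 fold change −0.69). The higher genes of the hippocampus included *Lilrb4a*, which encodes an inhibitory receptor of myeloid cells (0.63). The lower genes of the amygdala included *C1ql3*, which encodes a secreted synaptic protein (−0.70), and *Kcng1*, which encodes a potassium channel subunit (−0.67). The higher genes of the amygdala included *Drd1* (0.93) and *Gpr6* (0.82), receptors of striatal neurons. All 16 genes of a list of striatal markers had a higher mean in the DZP amygdala, with a median log2 fold change of 0.67. Of these striatal genes, 0 were called by limma over all clusters and 14 when adjusted over the list alone. The list was raised by camera (adjusted p = 4.9e-15, and adjusted p = 0.18 with an estimated correlation). Without the restriction to named genes, 117 clusters passed the criteria upward and 182 downward in the cortex, 73 and 717 in the hippocampus, and 83 and 58 in the amygdala. The balance depended on the scaling and on single replicates, with 150 upward and 144 downward in the cortex and 42 and 82 in the amygdala after each array was centred on its median, and with 101 and 333, 145 and 114, and 183 and 111 in the amygdala without Ctrl replicate 2, Ctrl replicate 3 and DZP replicate 3. At an adjusted p under 0.05 from limma, 4 clusters rose and 20 fell in the cortex, 5 rose and 43 fell in the hippocampus, and 0 were called in the amygdala, where 6203 clusters had an unadjusted p under 0.05. In the cortex, 22 of the 24 called clusters carry no gene symbol. The other called clusters of the cortex belong to *Npy* and *Rorb*, which encodes a nuclear receptor of cortical layer neurons. The called *Rorb* cluster fell by 0.59 (SE 0.10, adjusted p = 0.018), and the brighter cluster of the same gene had a log2 fold change of −0.42 (adjusted p = 0.23). The number of called clusters in the cortex was 1 without Ctrl array 2 or DZP array 2 and 38 without Ctrl array 3.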

Following chronic DZP treatment, there were 14, 64, and 13 downregulated genes and 43, 27, and 32 upregulated genes in the cortex, hippocampus, and amygdala, respectively (Table 2).

**Table 2:** Number of genes altered by chronic DZP treatment

	Downregulated	Upregulated
Cortex	14	43
Hippocampus	64	27
Amygdala	13	32

Significantly altered genes were determined according to criteria described in the Materials and Methods. Selected genes were summarized to a hierarchical clustering heat map (Fig. 1A) and are listed in Table S1. Furthermore, genes altered by DZP were classified as coding or noncoding (Fig. 1B). 

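Most of the named genes that passed the study's criteria upward in the cortex were noncoding, and the passing genes of the hippocampus were mostly lower in DZP. In the cortex, 6 coding and 27 noncoding genes were higher, and 9 coding and 4 noncoding genes were lower. In the hippocampus, 12 coding and 9 noncoding genes were higher, and 28 coding and 26 noncoding genes were lower. In the amygdala, 10 coding and 16 noncoding genes were higher, and 9 coding and 3 noncoding genes were lower. Many of the 16 have the same fold change and P in Table S1, so they are not separate measurements. The noncoding counts of the amygdala also changed strongly without single arrays, as given below. Some of the lower clusters of the hippocampus belonged to multicopy gene families. Of 35 clusters of testis-expressed multicopy genes of the X and Y chromosomes, 34 had a lower mean in the DZP hippocampus (median log2 fold change −1.02), 30 passed the study's criteria, and 0 were called by limma over all clusters. When adjusted over the list alone, 13 of them fell (camera, adjusted p = 7.2e-16, and adjusted p = 0.40 with an estimated correlation). All 35 also had a lower mean in the DZP cortex (median −0.81; 0 called, and 0 when adjusted over the list alone). Most of these clusters carry the symbols *Orly* and *1700040F15Rik*. The symbol pattern also took in *Slx4* and *Slx4ip*, which are outside the family. Of 14 clusters of *Speer* genes, another multicopy family expressed in the testis, 13 were lower in the hippocampus and 4 fell when adjusted over the list alone (camera, adjusted p = 3.6e-05, and adjusted p = 0.40 with an estimated correlation). Of 543 clusters of vomeronasal receptor genes, 34 passed the study's criteria downward in the hippocampus, 0 were called by limma, and the list was not called by camera (adjusted p = 0.26; 0.025, downward, without DZP replicate 2).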

A total of 32 noncoding genes were upregulated in the cortex, and 67 genes (coding = 38, noncoding = 29) were downregulated in the hippocampus. These results suggest that chronic DZP treatment more strongly affected hippocampal gene expression compared with other brain regions.

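Limma called more clusters in the hippocampus (48) than in the cortex (24), and most of those of the hippocampus fell. The hippocampus had more calls under every alternative except array weights (37 and 74 in the cortex) and the study's test with Benjamini-Hochberg adjustment (0 and 1), with 159 and 6 after centring, 495 and 0 with only the arrays of the region, 236 and 42 at or above the median level, 387 and 55 with the replicate block, and 14 and 6, 11 and 1, 40 and 38, 37 and 5, 27 and 1, and 123 and 8 without Ctrl replicates 1, 2 and 3 and DZP replicates 1, 2 and 3. Of the 43 clusters that fell in the hippocampus, 34 carry no gene symbol and 18 have a mean signal intensity above 12 (log2). The named predicted genes that fell were *Gm9742* (log2 fold change −0.79, SE 0.10, adjusted p = 0.0077), *Gm15389* (−0.57, adjusted p = 0.011) and *Gm13902* (−0.42, adjusted p = 0.041; limma, *n* = 3 per group). The DZP arrays of the hippocampus lay wholly above the Ctrl arrays for 4255 clusters and wholly below for 6389. The corresponding counts were 4763 and 4841 in the cortex, and 5385 and 3237 in the amygdala. Chance alone separates 10% of clusters, both directions together, and the shares found above and below were 6.45% and 9.69% in the hippocampus, 7.22% and 7.34% in the cortex, and 8.16% and 4.91% in the amygdala. A direct test of the difference between regions called few clusters. The effect of DZP differed between hippocampus and cortex for 3 clusters and between hippocampus and amygdala for 8 clusters at an adjusted p under 0.05 from limma, of which 4 carry the same values. The 3 became 1 with each array centred on its median or without Ctrl replicate 1, 5 without Ctrl replicate 3, and 0 without Ctrl replicate 2 or any DZP replicate, and the 8 became 0 with centring, with array weights and without any replicate. Here each replicate number was left out of all 3 regions at once. Between amygdala and cortex, limma called 0 clusters, with 4877 at an unadjusted p under 0.05. The only called cluster with a gene symbol was *Gm25834*, with a log2 fold change of −0.53 in the hippocampus and 0.56 in the amygdala. From its counts of upregulated noncoding genes in the cortex and of downregulated genes in the hippocampus, the paper proposes that chronic DZP treatment affected this region more strongly than the others.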

**Figure 1:**
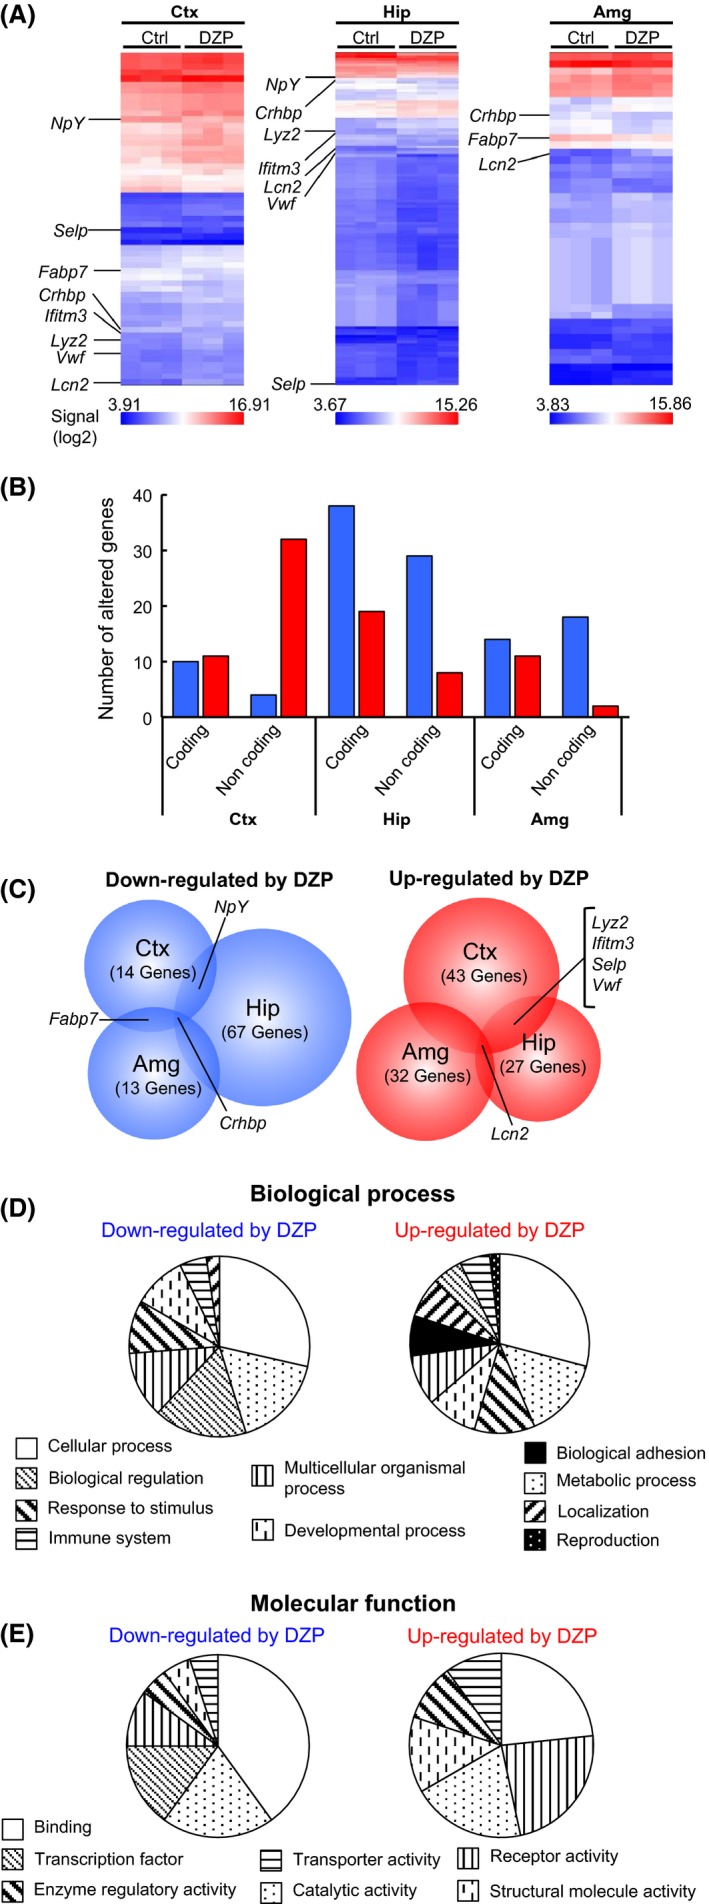
Global gene expression analyses of the cerebral cortex (Ctx), hippocampus (Hip), and amygdala (Amg) were performed via microarray in chronic DZP‐administered mice (DZP,* n* = 3) versus control mice (Ctrl, *n* = 3). In this analysis, the selection criteria are fold changes (1.5 ≤  or ≤ −1.5, *P *<* *0.05), except for pseudogenes and predicted genes. (A) Hierarchical clustering heat map of the mean signal intensity (log_2_) of the target gene and its scattering within the same group. Several genes that overlap in more than two regions of the brain are indicated. (B) The number of genes altered by DZP are shown in a graph that is divided into brain regions: coding or noncoding and down‐ (blue bar) or upregulated (red bar). (C) Venn diagram shows down‐ (left) or upregulated (right) genes following DZP treatment. The lists of altered genes were obtained through a GO analysis corresponding to (D) Biological process or (E) Molecular function via PANTHER with a pie chart. The list of genes was combined with all regions and divided as down‐ or upregulated following DZP treatment.

To explore overlapping genes among brain regions, we generated a Venn diagram of genes that were altered by chronic DZP treatment in the mouse brain. The blue circle (Fig. 1C left) indicates downregulated genes. The *Npy* (neuropeptide Y) gene was downregulated in both the cortex and hippocampus, and the *Fabp7* (fatty acid‐binding protein 7) gene was downregulated in both the cortex and amygdala. 

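*Npy*, which encodes a neuropeptide released by GABAergic interneurons, fell in the cortex and the hippocampus by the adjusted test. In the cortex, its signal intensity (log2) was 13.24 ± 0.16 (SD, *n* = 3) in Ctrl and 12.34 ± 0.31 in DZP (log2 fold change −0.90, SE 0.14, adjusted p = 0.034, limma). In the hippocampus, it was 11.55 ± 0.17 in Ctrl and 10.20 ± 0.06 in DZP (log2 fold change −1.36, adjusted p = 0.002, limma). *Fabp7*, which encodes a lipid-binding protein of astrocytes and neural precursors, was not called in any region. Its signal intensity was 9.92 ± 0.11 in Ctrl and 9.40 ± 0.28 in DZP cortex (log2 fold change −0.52, SE 0.19, adjusted p = 0.52, limma), and 11.48 ± 0.25 in Ctrl and 10.63 ± 0.16 in DZP amygdala (−0.85, adjusted p = 0.28). In both regions, every DZP array was below every Ctrl array, whereas the groups overlapped in the hippocampus (log2 fold change −0.21). No permutation test of 3 arrays against 3 can give a p below 0.10. Of 30 interneuron and neuropeptide genes, 22 had a lower mean in the DZP cortex, where 1 was called over all clusters and 5 when adjusted over the list alone. The list fell in the cortex by camera (adjusted p = 8.2e-04, and adjusted p = 0.18 with an estimated correlation). In the hippocampus, 2 of the 30 were called, *Npy* and *Crhbp*. When adjusted over the list alone, 3 fell and 0 rose. The list was not called there by camera (adjusted p = 0.27). It was called by fry for changes in either direction (adjusted p = 8.6e-08). A few changed members, such as *Npy* and *Crhbp*, which the paper names from these arrays, can give such a call without a shift of the list. Among the 30 genes, somatostatin (*Sst*) had a signal intensity of 15.39 in Ctrl and 14.39 in DZP cortex (adjusted p = 0.11), and a log2 fold change of −0.71 in the hippocampus (adjusted p = 0.16). The call of *Npy* in the cortex was lost without any of the 3 Ctrl arrays or without DZP array 2 or 3 (adjusted p = 0.066 to 0.2).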

The *Crhbp* (corticotropin‐releasing hormone‐binding protein) gene was downregulated in all three brain regions. 

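*Crhbp* encodes a secreted protein that binds corticotropin-releasing hormone and is expressed in part of the interneurons. It fell in the hippocampus, from a signal intensity (log2) of 9.12 ± 0.08 (SD, *n* = 3) in Ctrl to 8.20 ± 0.05 in DZP (log2 fold change −0.92, SE 0.12, adjusted p = 0.009, limma). In the cortex, it was 8.72 ± 0.12 in Ctrl and 8.12 ± 0.15 in DZP (log2 fold change −0.60, adjusted p = 0.15, limma), and in the amygdala 9.18 ± 0.29 and 8.44 ± 0.14 (−0.74, adjusted p = 0.11). Every DZP array was below every Ctrl array in each region. The effect of DZP on *Crhbp* was not shown to differ between regions (hippocampus minus cortex −0.33, adjusted p = 0.63). In the amygdala, 20 of the 30 interneuron and neuropeptide genes had a lower mean in DZP, with 0 called over all clusters and 4 when adjusted over the list alone. This list fell in the amygdala by camera (adjusted p = 3.2e-06, and adjusted p = 0.14 with an estimated correlation). Of 15 amygdala genes, 11 had a lower mean in DZP, among them *Ucn3*, a peptide of the same hormone family (log2 fold change −0.70, adjusted p = 0.11), and 1 fell when adjusted over the list alone. The amygdala list fell by camera (adjusted p = 9.4e-04, and adjusted p = 0.14 with an estimated correlation). The same DZP arrays of the amygdala had higher means of the striatal markers *Scn4b* (log2 fold change 1.66, adjusted p = 0.29) and *Drd2* (1.32, adjusted p = 0.38). The 8 genes that the paper reports as shared between regions were chosen on these samples, so their counts are not independent evidence: when adjusted over the list alone, 5 were higher and 3 lower in the cortex and in the amygdala, and 5 were higher and 2 lower in the hippocampus. That list was not called by camera in the cortex, hippocampus, or amygdala (adjusted p = 0.056, 0.081 and 0.63), but upward in the cortex without Ctrl replicate 2 or DZP replicate 1 (0.044 and 0.014) and in the hippocampus without DZP replicate 2 (0.048), and by fry for changes in either direction in each region (0.0085, 0.0032 and 0.019). The call of *Crhbp* in the hippocampus was lost without the second Ctrl array (adjusted p = 0.074).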

The red circle (Fig. 1C right) indicates upregulated genes. *Lyz2* (lysozyme 2), *Ifitm3* (interferon‐induced transmembrane 3), *Selp* (selectin, platelet), and *Vwf* (von Willebrand factor homolog) genes were upregulated in both the cortex and the hippocampus. 

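The 4 genes are markers of vessels, myeloid cells or interferon signalling, and each was higher in every DZP array than in every Ctrl array of both regions. None of them passed the adjusted test. *Lyz2* encodes lysozyme of myeloid cells and had a signal intensity (log2) of 7.34 ± 0.19 (SD, *n* = 3) in Ctrl and 8.20 ± 0.48 in DZP cortex, and of 7.06 ± 0.27 and 7.85 ± 0.19 in the hippocampus. The log2 fold changes were 0.87 (adjusted p = 0.26, limma) and 0.78 (adjusted p = 0.16). *Ifitm3*, an interferon-induced gene, had log2 fold changes of 0.73 in the cortex (adjusted p = 0.28) and 0.85 in the hippocampus (adjusted p = 0.082). *Selp* encodes an adhesion molecule of endothelium and platelets and had log2 fold changes of 0.81 (adjusted p = 0.12) and 0.70 (adjusted p = 0.097), at a signal below the mean of the negative controls in all arrays of both groups. *Vwf* encodes an endothelial clotting protein and had log2 fold changes of 0.58 (adjusted p = 0.15) and 0.57 (adjusted p = 0.067). *Podxl*, which encodes a sialomucin of the vessel surface, rose in the hippocampus (log2 fold change 0.76, SE 0.11, adjusted p = 0.019, limma). Of 28 endothelial genes, 21 had a higher mean in the DZP hippocampus, with 1 called over all clusters and 6 when adjusted over the list alone. Camera called the endothelial list in the hippocampus (adjusted p = 6.5e-06, and adjusted p = 0.024 with an estimated correlation), but the list includes *Selp*, *Vwf* and *Podxl*, which Table S1 names from these same arrays. Without these 3 genes, a list chosen after seeing the data, the median log2 fold change of the other 25 was 0.08 there (18 higher; camera, adjusted p = 0.0027, and adjusted p = 0.24 with an estimated correlation) and 0.05 in the cortex (16 higher; not called, adjusted p = 0.2). In the cortex, 19 of the 28 were higher and 4 passed when adjusted over the list alone (camera, adjusted p = 0.0054, and adjusted p = 0.13 with an estimated correlation). In the amygdala, the list was not called by camera (adjusted p = 0.44) but by fry for changes in either direction (adjusted p = 0.027). In the hippocampus, 18 of 20 meningeal and perivascular fibroblast genes were higher, among them *Dcn* (1.24) and *Fn1* (0.64), with 5 passing when adjusted over the list alone (camera, adjusted p = 4.5e-06, and adjusted p = 0.40 with an estimated correlation). Of 16 pericyte and smooth muscle genes, 14 were higher there and 2 passed when adjusted over the list alone (camera, adjusted p = 0.0052, and adjusted p = 0.40 with an estimated correlation; 0.19 without DZP replicate 1). The call of *Podxl* was lost without the first Ctrl array (adjusted p = 0.12), the second Ctrl array (adjusted p = 0.12) or the second DZP array (adjusted p = 0.084).

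**Figure D1:**
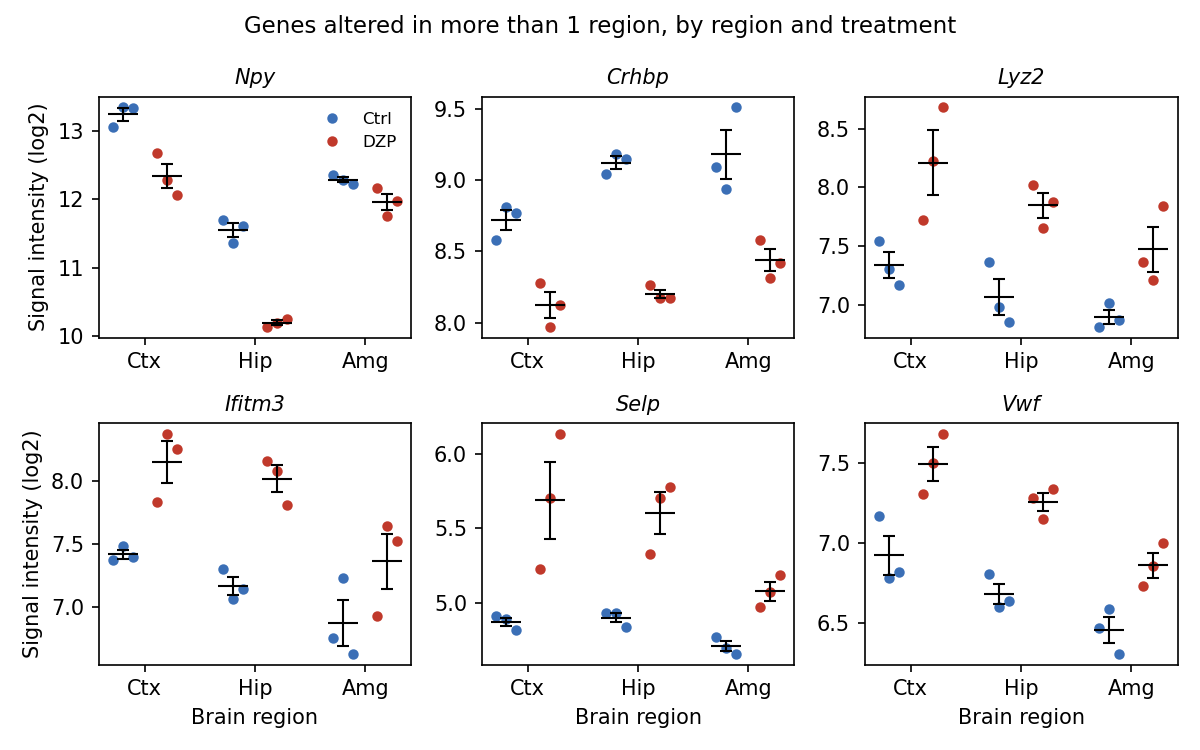
Signal intensity (log2) of *Npy*, *Crhbp*, *Lyz2*, *Ifitm3*, *Selp* and *Vwf* in the Ctrl and DZP arrays of each region, with a point per array and bars at the mean ± SEM (*n* = 3). The vertical axes do not start at 0, and the mean of *Npy* in the hippocampus was 11.55 in Ctrl and 10.20 in DZP.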

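Lipocalin 2 is a secreted protein that binds bacterial siderophores and takes part in innate immunity and iron transport. The signal intensity (log2) of the *Lcn2* transcript cluster was 6.50 ± 0.23 (SD, *n* = 3) in Ctrl and 7.89 ± 0.34 in DZP cortex. It was 6.08 ± 0.12 in Ctrl and 7.94 ± 0.39 in DZP hippocampus, and 6.01 ± 0.23 in Ctrl and 7.54 ± 0.86 in DZP amygdala. Each DZP array was above each Ctrl array of its region. *Lcn2* rose in the hippocampus by the adjusted test (log2 fold change 1.86, SE 0.32, adjusted p = 0.041, limma). The log2 fold change was 1.39 in the cortex (adjusted p = 0.20) and 1.52 in the amygdala (adjusted p = 0.25). The effect of DZP on *Lcn2* was not shown to differ between hippocampus and cortex (difference 0.47, adjusted p = 0.83), amygdala and cortex (0.13, adjusted p = 0.96) or hippocampus and amygdala (0.34, adjusted p = 0.85). The call in the hippocampus was lost without any of the 3 Ctrl arrays or without DZP array 2 or 3 (adjusted p = 0.071 to 0.15), whereas the log2 fold change stayed between 1.72 and 2.08.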

*Lcn2* expression was upregulated in all brain regions. Furthermore, we performed GO analysis using the PANTHER database to determine which types of alterations occurred within the cells via chronic DZP treatment. Both biological process (Fig. 1D) and molecular function (Fig. 1E) data were output from the GO analysis. For the output data, the biological processes and the molecular functions were categorized into groups. Altered genes were suggested to be involved in many biological processes, such as cellular process, metabolic process, and biological regulation (Fig. 1D). 

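Among regulatory groups, genes induced by neuronal activity were lower in the DZP amygdala. Of 33 activity-regulated genes, 30 had a lower mean there (median log2 fold change −0.26). *Npas4* and *Fosb*, which encode transcription factors switched on by synaptic activity, had log2 fold changes of −0.95 (adjusted p = 0.26, limma) and −0.50 (adjusted p = 0.32). Of the 33 genes, 0 were called over all clusters in the amygdala and 6 fell when adjusted over the list alone. The list fell there by camera (adjusted p = 4.8e-11, and adjusted p = 0.14 with an estimated correlation). In the hippocampus, 25 were lower, 3 when adjusted over the list alone (camera, adjusted p = 0.011, and adjusted p = 0.58 with an estimated correlation), among them *Bdnf*, which encodes a neurotrophin (log2 fold change −0.34, adjusted p = 0.083). In the cortex, 22 were lower; 1 rose and 3 fell when adjusted over the list alone (camera, adjusted p = 0.014, and adjusted p = 0.69 with an estimated correlation). The call was lost in the hippocampus without Ctrl replicate 3 (adjusted p = 0.42), and in the cortex without Ctrl replicate 2, Ctrl replicate 3 or DZP replicate 2 (adjusted p = 0.16, 0.63 and 0.18). Of 29 genes of glutamate receptors and their kinases and phosphatases, 24 were lower in the amygdala, 0 of them called over all clusters (median −0.08; camera, adjusted p = 2.8e-04, and adjusted p = 0.14 with an estimated correlation). That list was not called in the cortex or the hippocampus (adjusted p = 0.76 in each), where the medians, 0.01 and −0.02, had the opposite sign of the test. The same DZP arrays of the amygdala had a higher mean of the striatal marker *Rgs9* (log2 fold change 1.26, adjusted p = 0.33).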

The expression levels of genes related to the molecular functions of binding, catalytic activity, and transporter activity were also altered. These results indicated remarkable relationship between chronic DZP administration and gene expression alterations of biological processes.

### Differentially expressed genes following DZP administration

Next, we analyzed the expression levels of genes that were significantly altered in two or more regions according to the microarray data. 

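Among the 3016 noncoding genes tested, 84 passed the study's criteria in at least 1 region, and *Mir99a* was the only gene to pass in more than 1. The log2 fold change of *Mir99a* was −0.61 in the hippocampus (adjusted p = 0.22, limma) and −0.63 in the amygdala (adjusted p = 0.35), and 0.28 in the cortex. *Mir153*, a microRNA gene expressed in neurons, rose in the hippocampus by the adjusted test (log2 fold change 0.83, SE 0.14, adjusted p = 0.041, limma). *Mir329*, another microRNA gene of neurons, had a log2 fold change of 0.74 there (adjusted p = 0.06). *Mir128-1*, a brain-enriched microRNA gene, had a log2 fold change of −0.95 in the cortex (adjusted p = 0.067). Of 979 microRNA clusters, 7 rose and 6 fell in the hippocampus when adjusted over the list alone, and the list was not called there (camera, adjusted p = 0.17) or in the cortex (adjusted p = 0.51), while fry for changes in either direction called it in the hippocampus (adjusted p = 0.0036). The call of *Mir153* was lost without any of the 3 Ctrl arrays or DZP array 1 or 2 of the hippocampus (adjusted p = 0.074 to 0.16), and was kept without DZP array 3 (adjusted p = 0.029).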

The expression levels of 93 noncoding genes were altered by DZP; however, none of those expression profiles were altered in two or more regions. Therefore, noncoding RNAs were excluded from further analysis. Housekeeping genes, such as *Actb* (beta‐actin), *Rps18* (ribosomal protein S18), *Tbp* (TATA box‐binding protein), and *Ppia* (peptidylprolyl isomerase A), did not show significant differences (Fig. 2A). These results indicated that data from this microarray experiment were correctly obtained and reliable. 

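The 3 housekeeping genes with a transcript cluster of their own had log2 fold changes between −0.14 and 0.10. *Actb*, which encodes a cytoskeletal actin, had log2 fold changes of 0.01, 0.10 and 0.02 in the cortex, hippocampus, and amygdala (adjusted p = 0.99, 0.63 and 0.96, limma). *Rps18*, which encodes a ribosomal protein, had 0.09, −0.02 and 0.07 (adjusted p = 0.84, 0.96 and 0.82). *Tbp*, which encodes a general transcription factor, had −0.14, 0.05 and −0.09 (adjusted p = 0.76, 0.89 and 0.78). Of these genes, 0 were called by limma in any region and 0 when adjusted over the list alone, and the list was not called by camera (adjusted p = 0.99, 0.48 and 0.77). The DZP arrays of the hippocampus lay above the Ctrl arrays for *Actb*, at a signal intensity (log2) of 16.25 ± 0.03 against 16.15 ± 0.03 (SD). *Ppia* shares its clusters with *Gm9234* and was not analysed here.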

The fold changes of downregulated genes (*Fabp7*,* Npy*, and *Crhbp*) are summarized in a bar graph (Fig. 2B, *P*‐value: see Table S1). 

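In the amygdala, the signal intensity (log2) of *Npy* was 12.29 ± 0.07 (SD, *n* = 3) in Ctrl and 11.96 ± 0.20 in DZP, a log2 fold change of −0.32 (adjusted p = 0.51, limma). A direct test between regions gave a difference of −1.03 for hippocampus minus amygdala (adjusted p = 0.22), 0.58 for amygdala minus cortex (adjusted p = 0.56) and −0.46 for hippocampus minus cortex (adjusted p = 0.52). No difference between regions was thus shown for *Npy*. Of the other interneuron peptides, *Pnoc* and *Vip* each had a log2 fold change of −0.35 in the amygdala (adjusted p = 0.32 and 0.38), and *Sst* had −0.50 (adjusted p = 0.45).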

*Npy* was significantly (0.38‐fold) decreased in the hippocampus but not in the amygdala. The fold changes of the upregulated genes, *Lyz2*,* Ifitm3*,* Selp*,* Vwf*, and *Lcn2,* are shown in a bar graph (Fig. 2C). 

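In the amygdala, the genes of myeloid cells and vessels had smaller differences between DZP and Ctrl than their adjusted test could call. *Lyz2* had a signal intensity (log2) of 6.90 ± 0.10 (SD, *n* = 3) in Ctrl and 7.47 ± 0.33 in DZP (log2 fold change 0.57, adjusted p = 0.42, limma). *Selp* had 4.71 ± 0.06 in Ctrl and 5.08 ± 0.11 in DZP (log2 fold change 0.37, adjusted p = 0.51), levels below the mean of the negative controls. *Ifitm3* had a log2 fold change of 0.49 (adjusted p = 0.43) and *Vwf* one of 0.41 (adjusted p = 0.35). No difference of the effect between amygdala and cortex was shown for *Lyz2* (difference −0.29, adjusted p = 0.86) or *Selp* (−0.45, adjusted p = 0.7). Of 15 genes of border macrophages and antigen-presenting cells, 13 were higher in the DZP amygdala, with 0 called over all clusters and 0 when adjusted over the list alone. A lower mean there was found for 42.0% of all clusters. The list was raised there by camera (adjusted p = 0.024, and adjusted p = 0.41 with an estimated correlation). In the cortex, 13 were higher and 3 passed when adjusted over the list alone (camera, adjusted p = 0.0032, and adjusted p = 0.17 with an estimated correlation), and in the hippocampus 9 were higher and 1 passed (camera, adjusted p = 0.031, and adjusted p = 0.40 with an estimated correlation). The call was lost in the amygdala without Ctrl replicate 1, DZP replicate 1 or DZP replicate 2 (adjusted p = 0.12, 0.064 and 0.054), and in the hippocampus without Ctrl replicate 1, Ctrl replicate 3 or DZP replicate 1 (adjusted p = 0.086, 0.064 and 0.15).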

There were significant differences in *Lyz2* and *Selp* gene expression in the amygdala (*P *=* *0.045 and 0.007, respectively); however, these differences did not fulfill our selection criteria for fold change (1.42‐ and 1.29‐fold, respectively). *Lcn2* underwent 3.03‐, 4.04‐, and 3.09‐fold increases, respectively, in each region compared with its control; in fact, the fold changes in *Lcn2* gene expression were the highest among all analyzed genes. These up‐ or downregulated mRNA expression levels by chronic DZP treatment were verified by qRT‐PCR (Fig. 3). 

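Among the named genes that passed the study's criteria upward, *Lcn2* had the largest fold change in each region, ranking 1 of 33 in the cortex, 1 of 21 in the hippocampus and 1 of 26 in the amygdala. The fold change from the group means was 2.62 in the cortex, 3.63 in the hippocampus and 2.87 in the amygdala (*n* = 3 per group). With a one-step Tukey biweight mean of each group, chosen after seeing the data, it was 3.03, 4.04 and 3.09, as the paper gives. The gene-level signal of *Lcn2* was below the mean of the negative controls in every Ctrl array, but the mean of its exonic probe sets was above it in each (lowest 6.99). *Lcn2* was also the only upregulated gene among those named that passed the criteria in all 3 regions, and *Crhbp* the only downregulated gene. Cortex and hippocampus shared 4 upregulated genes, *Ifitm3*, *Lcn2*, *Lyz2* and *Selp*, where independent lists of the same sizes would share 0.0317, and 2 downregulated genes, *Crhbp* and *Npy*, where independent lists would share 0.0321. The regions share mice, so these overlaps are not independent replications.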

Except for Lcn2, apparent changes were not observed by qRT‐PCR analysis. These results suggested that *Lcn2* gene expression was particularly affected by chronic DZP treatment.

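Averaged over the 3 regions, *Lcn2* had a log2 fold change of 1.59, *Npy* one of −0.86 and *Crhbp* one of −0.75. When the arrays of each treatment and number were first averaged over the regions, so that each number counted once, limma called 0 clusters, with adjusted p = 0.28 for *Lcn2*, 0.16 for *Npy* and 0.24 for *Crhbp*, and 6416 had an unadjusted p under 0.05, but 464 were called without Ctrl replicate 2 (13 up, 451 down). The mean of the 3 contrasts of the limma fit counts arrays of different regions as independent, although the regions share mice. It called 25 clusters upward and 27 downward (adjusted p = 0.0047 for *Lcn2*, and 5.9e-04 for each of *Npy* and *Crhbp*). Among them were *Sst* and *Nr4a3*, which encodes an activity-induced nuclear receptor, downward, and *Selp*, *Vwf*, *Ifitm3* and *Lyz2* upward. From qRT-PCR, not analysed here, in which apparent changes were seen for *Lcn2* alone, the paper proposes that *Lcn2* was particularly affected by chronic DZP treatment.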

**Figure 2:**
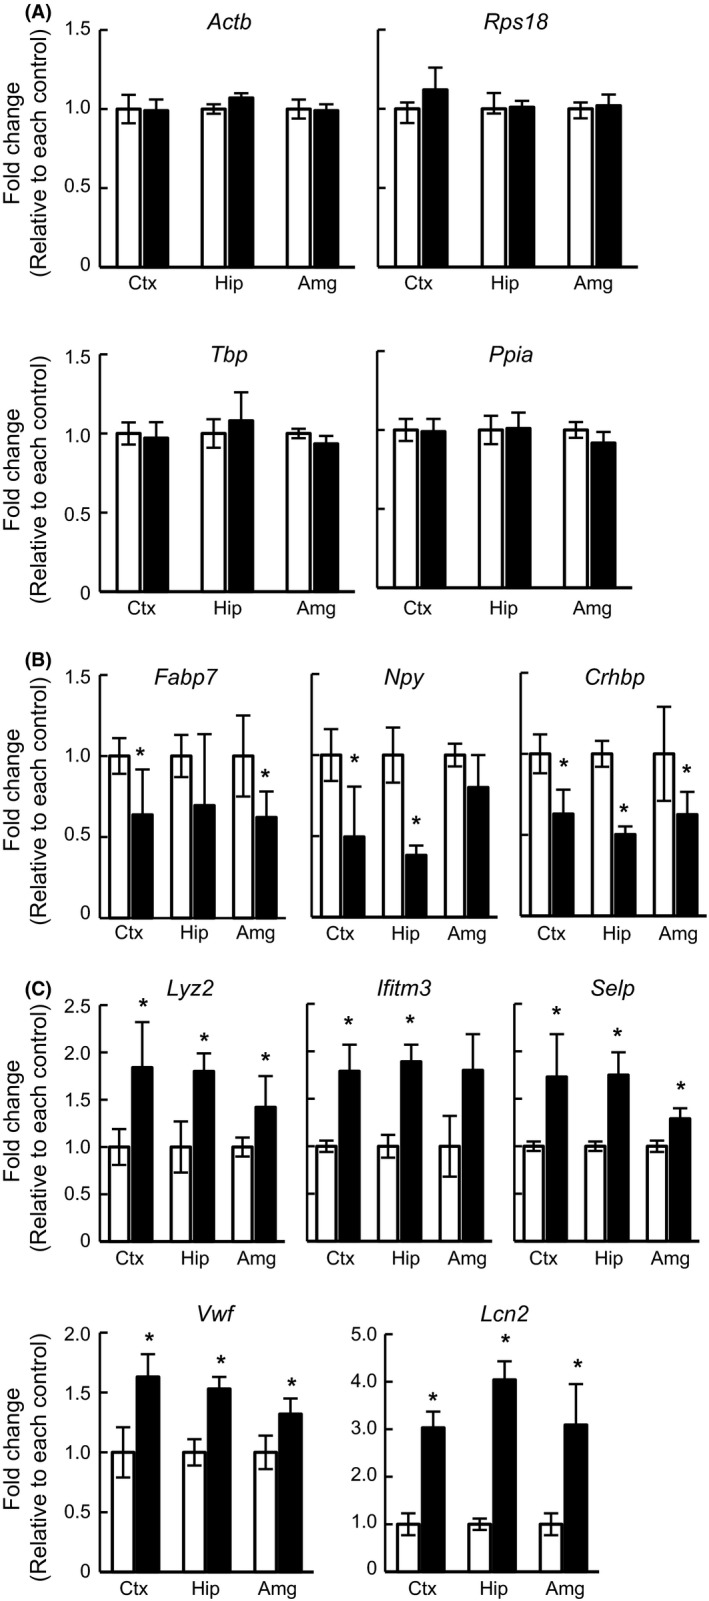
Gene expression levels of altered genes analyzed via microarray. The *Y*‐axis indicates the fold change compared with its control. Asterisks indicate statistically significant differences from the control (*: *P *<* *0.05, ANOVA). (A) The relative expression levels of housekeeping genes, such as *Actb*,* Rps18*,* Tbp*, and *Ppia*, were not altered following chronic DZP administration. (B, C) The relative expression levels of (B) down‐ or (C) upregulated genes following DZP treatment. White bar: control group, Black bar: DZP group.

**Figure 3:**
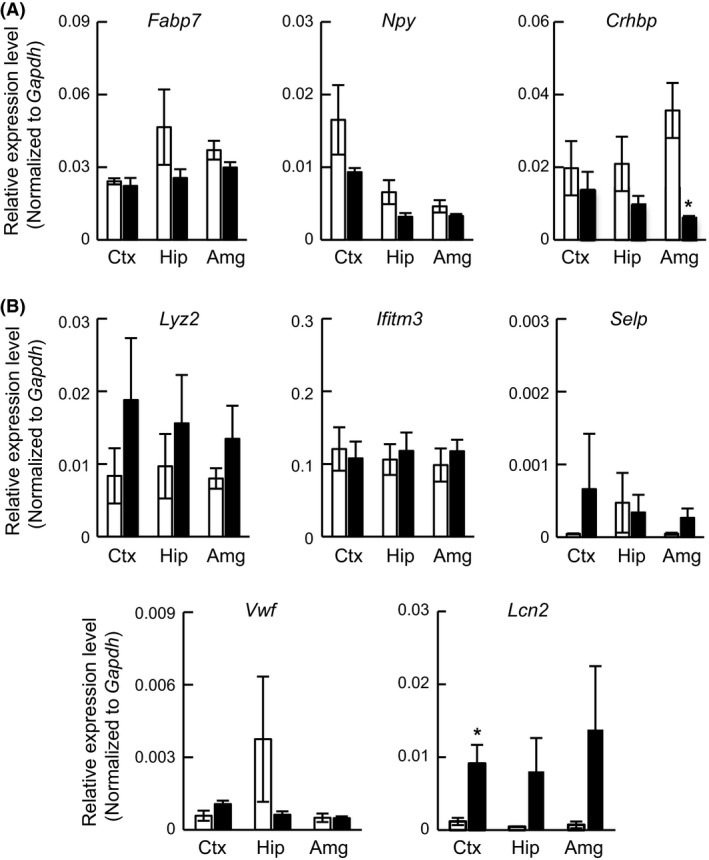
(A, B) Quantitative RT‐PCR analysis of (A) down‐ or (B) upregulated genes in microarray analysis. The expression levels were measured and normalized using the *Gapdh* (internal control) expression level. Data are expressed as the mean ± SEM,* n* = 3 per treatment group. Asterisks indicate statistically significant differences from the control (*: *P *<* *0.05). White bar: control, Black bar: DZP.

### Alternative splicing analysis of Lcn2

*Lcn2*, also known as neutrophil gelatinase‐associated lipocalin (*Ngal*), *Siderocalin,* or *24p3,* has been reported to have six types of transcripts according to the Ensembl Genome Browser (http://www.ensembl.org/). Lcn2‐001 (NM_008491,ENSMUST00000050785) and Lcn2‐006 (ENSMUST00000192241) are protein‐coding splicing variants. Lcn2‐002 (ENSMUST00000136509), Lcn2‐004 (ENSMUST00000155830), and Lcn2‐005 (ENSMUST00000144569) are thought to contain intronic sequences and are not translated into proteins. Lcn2‐003 (ENSMUST147219) does not contain an open reading frame and is not translated to protein. However, it was unknown which splicing variant of *Lcn2* was regulated following chronic DZP administration.

This microarray system contains 162 probes that recognize introns, exons, and exon–exon junctions for *Lcn2*. These probes have been classified into 15 PSRs and five junction probe sets according to NetAffx (http://www.affymetrix.com/estore/index.jsp). Each PSR and junction contains at least four probes. To explore the relationship between the *Lcn2* splicing variant and PSRs, a schematic figure of the exons, introns, and PSRs of the *Lcn2* gene is shown in Figure 4A (upper panel). 

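Of the 15 PSRs of *Lcn2*, 8 recognize exons, and each of these had a higher signal intensity in every DZP array than in every Ctrl array of the cortex, hippocampus, and amygdala. The mean signal intensity (log2) of the 8 exonic PSRs was 8.77 ± 0.30 (SD, *n* = 3) in Ctrl and 12.44 ± 1.77 in DZP cortex. It was 8.06 ± 0.17 in Ctrl and 11.90 ± 1.13 in DZP hippocampus, and 7.68 ± 0.68 in Ctrl and 10.85 ± 1.99 in DZP amygdala. The mean log2 fold change was 3.67 in the cortex, 3.84 in the hippocampus and 3.17 in the amygdala. The log2 fold changes of single exonic PSRs lay between 1.87 and 4.27 in the cortex, 1.80 and 4.58 in the hippocampus, and 1.99 and 3.86 in the amygdala. All 8 passed in each region when adjusted over the *Lcn2* probe sets alone (highest adjusted p = 0.0076, 0.0097 and 0.015, limma), but *Lcn2* was chosen on these same arrays, so this is not independent evidence. Over all 719071 exon-level probe sets, limma called 0 of the 8 in each region (lowest adjusted p = 0.62, 0.089 and 0.34), and all 8 were separated without overlap. The single DZP arrays differed widely. Their exonic means were 10.59, 12.60 and 14.12 in the cortex, 10.69, 12.07 and 12.94 in the hippocampus, and 8.81, 10.94 and 12.79 in the amygdala. Listed by array number, they rise in the same order in each region.

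**Figure D2:**
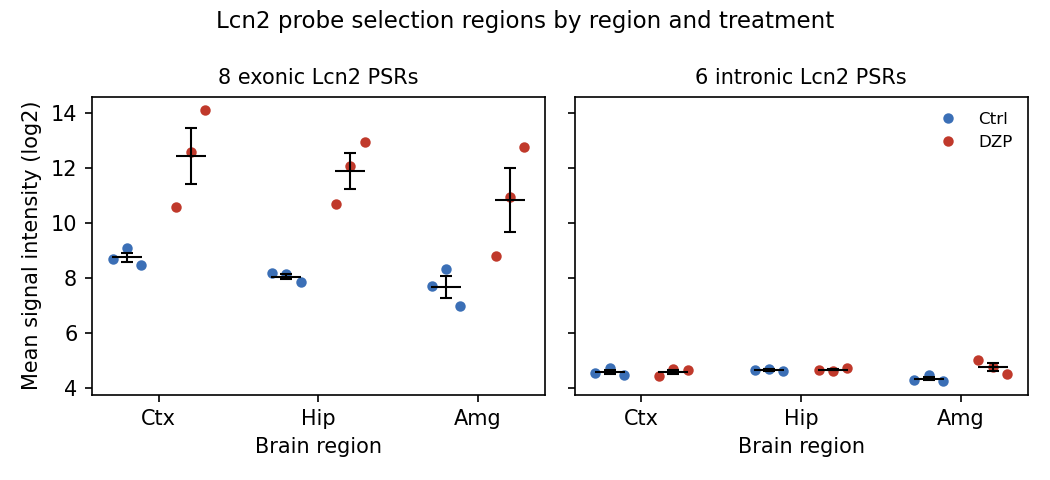
Mean signal intensity (log2) of the 8 exonic and the 6 intronic *Lcn2* PSRs in the Ctrl and DZP arrays of each region, with a point per array and bars at the mean ± SEM (*n* = 3). In the cortex, the exonic mean was 8.77 in Ctrl and 12.44 in DZP.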

The probe intensities of all PSRs recognizing *Lcn2* exons were increased by DZP in every region. Furthermore, the probe intensity of PSRs that recognize introns, such as PSR02000093, 92, 89, 87, 85, and 84, were not altered by DZP (Fig. 4A lower graph). These results suggest that chronic DZP treatment upregulates Lcn2‐001 and 006 expressions in every brain region (Fig. 4B). 

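The mean signal intensity (log2) of the 6 intronic PSRs was 4.59 in both Ctrl and DZP cortex, 4.66 in Ctrl and 4.67 in DZP hippocampus, and 4.35 in Ctrl and 4.76 in DZP amygdala (*n* = 3 per group). The mean log2 fold change of the intronic PSRs was 0.00 in the cortex, 0.01 in the hippocampus and 0.42 in the amygdala. Single intronic PSRs ranged from −0.40 to 0.33 in the cortex, from −0.26 to 0.25 in the hippocampus, and from 0.23 to 0.66 in the amygdala. When adjusted over the probe sets of *Lcn2*, a gene chosen on these arrays, limma called 0 intronic PSRs in the cortex, 0 in the hippocampus and 2 in the amygdala. In DZP arrays 1, 2 and 3 of the amygdala, the intronic means were 5.01, 4.77 and 4.52. The exonic means of these arrays, 8.81, 10.94 and 12.79, had the reverse order, so the intronic signal did not follow the exonic one. The intronic means lie below the mean of the negative controls, which is no floor of the signal, so whether they are at background could not be told.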

Unfortunately, there were no PSRs to recognize Lcn2‐006 (exon 1: ENSMUSE00001336130 and exon 2: ENSMUSE00001337638) specifically in the Affymetrix microarray system. Therefore, the microarray data could not be used to elucidate which splicing variants of Lcn2 (Lcn2‐001 or 006) were upregulated. However, because the JUC0200014167 junction probes (which link PSR02000028086 to PSR02000028083) were highly expressed in the DZP sample (Table 3), we speculated that Lcn2‐001 expression was upregulated by chronic DZP treatment in mice.

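The junction probe set JUC0200014167 had a signal intensity (log2) of 5.43 ± 0.27 (SD, *n* = 3) in Ctrl and 9.13 ± 2.32 in DZP cortex. It was 4.28 ± 0.79 in Ctrl and 9.07 ± 1.06 in DZP hippocampus, and 4.15 ± 0.68 in Ctrl and 7.79 ± 2.57 in DZP amygdala. The log2 fold changes were 3.70, 4.79 and 3.64 (SE 1.10). The Ctrl means are low, below the mean of the negative controls, so the Ctrl level may be at background and the size of the change is not exact. The exonic PSRs that it links had log2 fold changes of 4.26, 4.58 and 3.76 (PSR0200028086) and 3.75, 4.24 and 3.28 (PSR0200028083) in the cortex, hippocampus, and amygdala. Of the 5 *Lcn2* junctions, 4 passed in the cortex, 4 in the hippocampus and 3 in the amygdala when adjusted over the probe sets of *Lcn2* alone, a gene chosen on these arrays (limma). For the exonic PSRs, the effect of DZP was not shown to differ between regions (mean difference 0.17 for hippocampus minus cortex, −0.50 for amygdala minus cortex and 0.67 for hippocampus minus amygdala; lowest adjusted p = 0.94, 0.86 and 0.80). From the exonic and intronic probes, the paper proposes a rise of Lcn2-001 and another coding variant, which these probes could not tell apart. From the junction, it speculates that Lcn2-001 rose. For the cortex and hippocampus, it concludes so from qRT-PCR with primers that separate groups of variants, not analysed here.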

**Figure 4:**
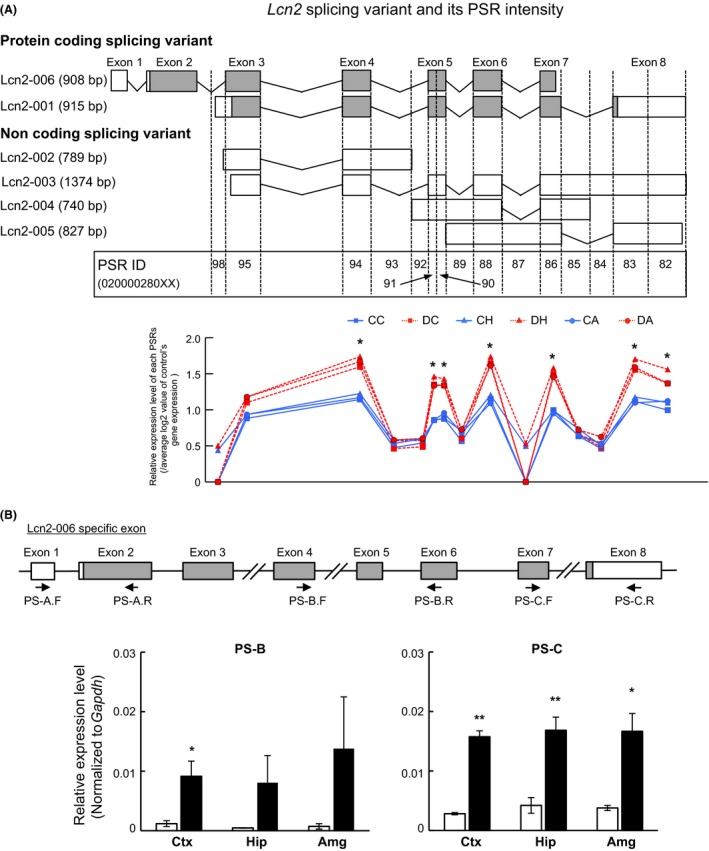
Alternative splicing variant analysis of the *Lcn2* gene. The gray and white boxes indicate translated and untranslated exon regions, respectively. The lines that connect each exon indicate intronic regions. (A) The schematic figure shows correspondence with *Lcn2* splicing variants (upper panel). Information about exons and PSRs was in accordance with a publicly available database, the Ensembl Genome Browser and NetAffx. The expression levels of each PSR are shown in a line graph (lower panel, blue line: control, red line: DZP). The *Y*‐axis indicates the relative signal intensities of PSRs against the entire *Lcn2* gene value in a control sample in the same region. (B) The results of qRT‐PCR of the *Lcn2* gene. The primer sets for *Lcn2* were designed against the indicated region (black arrow) and the expression levels of each region. The expression levels were measured and normalized using the *Gapdh* (internal control) expression level. Data are expressed as the mean ± SEM,* n* = 3 per treatment group. Asterisks indicate statistically significant differences from the control (*: *P *<* *0.05, **: *P *<* *0.01). White bar: control, Black bar: DZP.

**Table 3:** Average signal (log_2_) for the Lcn2 PSR and junction probe

Probe ID	Condition	Average signal (log_2_)
PSR0200028086	Ctx/Ctrl	8.68
	Ctx/DZP	13.04
	Hip/Ctrl	7.68
	Hip/DZP	12.26
	Amg/Ctrl	7.16
	Amg/DZP	10.98
JUC0200014167	Ctx/Ctrl	5.59
	Ctx/DZP	9.11
	Hip/Ctrl	4.74
	Hip/DZP	9.06
	Amg/Ctrl	4.07
	Amg/DZP	7.88
PSR0200028083	Ctx/Ctrl	9.74
	Ctx/DZP	13.57
	Hip/Ctrl	9.13
	Hip/DZP	13.21
	Amg/Ctrl	8.27
	Amg/DZP	11.96

To discriminate between Lcn2‐006 and other splicing variants, specific primer sets for exon 1 (forward) and exon 2 (reverse) were designed. Furthermore, we designed primer sets for ENSMUSE00001243567 (exon 4; forward) and ENSMUSE00001255227 (exon 6; reverse) to distinguish among Lcn2‐001, 003, 006, and Lcn2‐002, 004, 005. Additionally, specific primer sets were designed against ENSMUSE00000446298 (exon 7; forward) and ENSMUSE00000835504 (exon 8; reverse) to distinguish among Lcn2‐001, 005, and Lcn2‐002, 003, 004, 006. These primer sets were named PS‐A, PS‐B, PS‐C, and could measure the expression level of each splicing variant. Using these primer sets, the Lcn2 expression level in each exon was measured using qRT‐PCR. PS‐A was not detected in all samples (data not shown). As shown in Fig. 4B, PS‐B and PS‐C were increased in chronic DZP‐treated mouse brain samples. According to these results, chronic DZP treatment induced Lcn2‐001 expression in the cerebral cortex and hippocampus.

### Lcn2 expression at the protein level

Next, Lcn2 induction by DZP was confirmed via western blot analysis. The Lcn2 protein of *Mus musculus* is composed of 200 amino acid residues, and the predicted molecular weight is 23 kDa. Its N‐terminal 20 amino acids are removed as a signal peptide, and the remaining 180 amino acids function as a mature protein. The molecular weight of this mature protein is approximately 21 kDa without posttranscriptional modification. As shown in Figure 5A, the Lcn2 protein was detected at approximately 21 kDa, as predicted above in all samples. Chronic DZP treatment significantly increased Lcn2 expression at the protein level (Fig. 5B). These results are consistent with the qRT‐PCR results (Figs. 3B, 4B).

**Figure 5:**
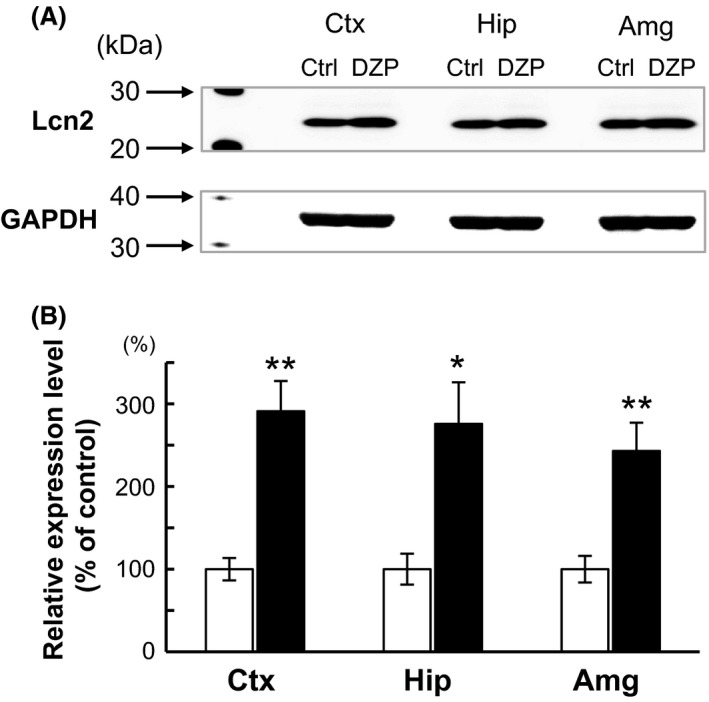
Lcn2 protein expression was increased following chronic DZP administration. (A) Western blot analysis of Lcn2 expression in the cortex (Ctx), hippocampus (Hip), and amygdala (Amg). (B) Western blot densitometric analysis. Lcn2 expression in the DZP group (black bar) was relatively high compared with the normalized control (Ctrl) group (white bar) in each region. Data are expressed as the mean ± SEM,* n* = 5 per treatment group. Asterisks indicate statistically significant differences from the control (*: *P *<* *0.05, **: *P *<* *0.01).

### Immunohistochemical analysis for Lcn2‐positive cells

The expression level of Lcn2 was upregulated by chronic DZP treatment in cerebral cortex, hippocampus, and amygdala, however, Lcn2 expression was not unclear at the cellular level. To investigate whether Lcn2‐expressing cells were increased or not, and what type of cells accumulate Lcn2, immunohistological analysis were performed. The density of Lcn2‐positive cells in cerebral cortex, hippocampus, and amygdala were not significantly different between control (*n* = 4) and chronic DZP‐treated (*n* = 4) groups (Fig. 6A). This result indicates that upregulation of Lcn2 expression was not caused by increase in the number of Lcn2‐containing cells. Double stains for Lcn2 and NeuN (marker for neurons), GFAP (marker for astrocytes), or Iba‐1 (marker for microglia) were performed to identify which type of cells contained Lcn2. In cerebral cortex, hippocampus, and amygdala, double‐positive signals were detected in neuron, astrocyte, and microglia (Fig. 6B–D), indicating that Lcn2 were contained in those types of cells.

**Figure 6:**
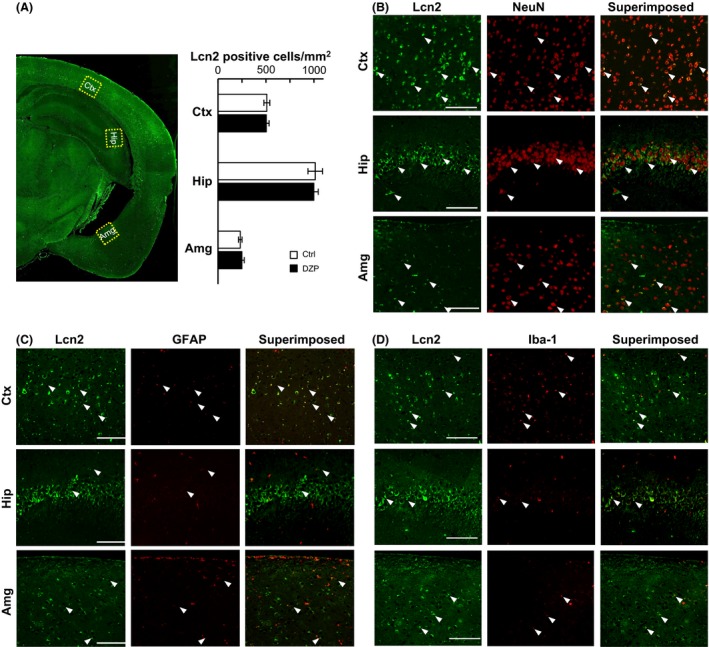
Immunohistochemical analysis to detect Lcn2 in the cerebral cortex (Ctx), hippocampus (Hip), and amygdala (Amg). (A) Photomicrograph showing the distribution of Lcn2 in a coronal section of control mouse. Lcn2‐positive cells in boxed area were counted and summarized in bar graph (Control: *n* = 4, DZP:* n* = 4). (B–D): Lcn2 was double stained with NeuN (B), GFAP (C), Iba‐1 (D). Each photomicrographs in B–D are enlarged view of the boxed area shown in (A). White arrowheads indicate some of double‐positive cells.

### The effect of iron chelator on DZP‐induced Lcn2 upregulation

Some studies indicated that treatment of DFO reduced injury‐induced Lcn2 upregulation, and suggested the possibility that Lcn2 has function in iron homeostasis (Dong et al. 2013; Zhao et al. 2016). To examine the effect of DFO to DZP‐induced Lcn2 upregulation, qRT‐PCR analysis was performed using chronically DZP‐treated mice with or without DFO. The single chronic DFO treatment did not significantly affect to *Lcn2* mRNA expression. However, the significant or moderate upregulation of *Lcn2* mRNA expression by chronic DZP treatment was reduced by cotreatment of DFO (Fig. 7). This result suggested that DZP‐induced Lcn2 expression was regulated by iron in the CNS.

**Figure 7:**
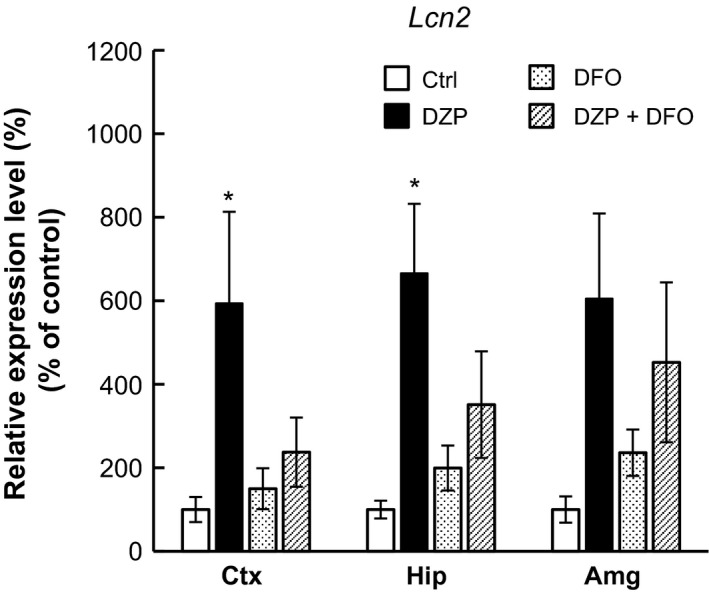
The effect of DFO treatment on *Lcn2* mRNA expression level was assessed by qRT‐PCR analysis. The Lcn2 expression levels of cerebral cortex (Ctx), hippocampus (Hip), and amygdala (Amg) were measured and normalized to expression level of each control (Ctrl) group. Data are expressed as the mean ± SEM,* n* = 3 per treatment group. Asterisks indicate statistically significant differences from the control (*: *P *<* *0.05). White bar: control, Black bar: DZP, dotted bar: DFO, Striped bar: DZP + DFO.

## Discussion

In this study, we performed global transcriptional analysis via microarray to investigate the effect of chronic DZP administration on the mouse brain and found significant alterations in the expression levels of 177 genes (Fig. 1 and Table 1). Affymetrix's gene chip probe for the mouse transcriptome assay detected not only protein‐coding genes but also nonprotein‐coding genes. Approximately, half of the significantly altered genes detected in the microarray system were nonprotein‐coding genes. 

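The noncoding genes that were higher in the DZP cortex were mainly genes of small nucleolar RNA, 5S ribosomal RNA and spliceosomal RNA, which serve the modification, translation and splicing of other RNA. Of 31 noncoding genes passing the study's criteria in the cortex, 27 were higher, or 87.1%. *Snord58b*, a small nucleolar RNA gene, had a signal intensity (log2) of 11.47 ± 0.50 (SD, *n* = 3) in Ctrl and 12.68 ± 0.15 in DZP cortex (log2 fold change 1.21, adjusted p = 0.28, limma). *Snord69* and *Snord11* had log2 fold changes of 0.84 (adjusted p = 0.26) and 0.73 (adjusted p = 0.24). Of 78 small nucleolar RNA clusters, 71 were higher in the DZP cortex (median 0.33), with 0 called over all clusters, 15 passing the study's criteria and 16 rising when adjusted over the list alone (camera, adjusted p = 1.2e-19, and adjusted p = 0.13 with an estimated correlation). Of 94 clusters of 5S ribosomal RNA, all 94 were higher (median 0.45), with 0 called over all clusters, 9 passing the criteria and 0 rising when adjusted over the list alone (camera, adjusted p = 8.6e-31, and adjusted p = 0.28 with an estimated correlation). Their quartiles were 0.44 and 0.47 and their estimated correlation 0.805, so the 94 are not separate measurements. Of 26 clusters of spliceosomal and U RNA, all 26 were higher (median 0.39), with 0 called over all clusters and 6 rising when adjusted over the list alone (camera, adjusted p = 1.5e-16, and adjusted p = 0.13 with an estimated correlation). Of 51 clusters of ribosomal protein genes, 44 were higher in the same arrays, 0 of them called (median 0.10; camera, adjusted p = 1.5e-08, and adjusted p = 0.17 with an estimated correlation).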

In the cerebral cortex, 88.9% of the altered nonprotein‐coding genes were upregulated following DZP administration. Additionally, most of the nonprotein‐coding genes detected in the hippocampus and amygdala (78.4% and 90%, respectively) were downregulated (Fig. 1B). This result also implies that chronic DZP administration affects the expression levels of microRNA, pseudogenes, rRNA, and/or other noncoding RNA. Similarly, altered protein‐coding genes in each brain region exhibited individual differences according to the gene and the number of these genes (Fig. 1B, C). Furthermore, DZP had the greatest effect on mRNA expression in the hippocampus; this finding suggested that the mRNA expression levels could be regulated region‐specifically by chronic DZP treatment.

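Of 35 noncoding genes passing the study's criteria in the hippocampus, 26 were lower, or 74.3%. Of 19 in the amygdala, 16 were higher, or 84.2%, and 15.8% were lower. Leaving out a single array could turn this majority, as given below. All 16 are microRNA genes, and a cluster with 2 symbols, *Mir7119* and mmu-mir-7119, which is not counted among named genes, brings the microRNA clusters passing upward to 17. Many of the 16 are not separate measurements, since Table S1 gives a run of *Mir669a* genes the same fold change and P. Of all clusters passing upward there, 83 in number, 69 have distinct values. A lower mean in the DZP amygdala was found for 42.0% of all clusters. Of the 979 microRNA clusters, 681 had a higher mean in the DZP amygdala (median log2 fold change 0.09), with 0 called over all clusters by limma and 0 when adjusted over the list alone (camera, adjusted p = 0.023, and adjusted p = 0.55 with an estimated correlation). That call was lost without Ctrl replicate 1, Ctrl replicate 2, DZP replicate 1 or DZP replicate 2 (adjusted p = 0.096, 0.094, 0.098 and 0.054). Small nucleolar RNA had a median of 0.08 in the hippocampus (camera, adjusted p = 0.037, and adjusted p = 0.73 with an estimated correlation; 0.6 without Ctrl replicate 1, and downward, 0.61, without DZP replicate 3) and 0.01 in the amygdala, where the list was not called (adjusted p = 0.31). The lists of 5S ribosomal RNA and of spliceosomal and U RNA were not called in the hippocampus (adjusted p = 0.77 and 0.12) or the amygdala (adjusted p = 0.71 and 0.30). In the hippocampus, 5S ribosomal RNA was called downward without Ctrl replicate 1 or DZP replicate 3 (adjusted p = 4.4e-08 and 5.6e-11) but upward without Ctrl replicate 3 or DZP replicate 2 (0.042 and 4.1e-04), and spliceosomal and U RNA was called downward without DZP replicate 3 (4.1e-04). In the amygdala, 5S ribosomal and small nucleolar RNA were called downward without Ctrl replicate 3 (0.0098 and 0.013), and spliceosomal and U RNA without DZP replicate 3 (0.0057). The medians of 5S ribosomal RNA, 0.10 and 0.01, had the opposite sign of the test, as did that of spliceosomal and U RNA in the amygdala, 0.02.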

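At the exon level, limma called 89 probe sets upward and 294 downward in the hippocampus, 1 and 1 in the amygdala, and 0 in the cortex, out of 719071 probe sets. At an unadjusted p under 0.05, the counts were 86786 in the hippocampus, 59323 in the amygdala and 41464 in the cortex. Of the called probe sets of the hippocampus, 235 belong to 1 gene each, 214 genes in all. They included 4 probe sets of *Crhbp*, which fell (median log2 fold change −1.65), 3 of *Npy*, which fell (−1.68), and 2 of *Vwf*, which rose (1.19). They also included 5 of *Orly*, a multicopy gene of the Y chromosome, which fell (−1.52).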

Lcn2 is a known member of the lipocalin family of transport proteins. Lcn2 is imported across the cell membrane during Lcn2 receptor (24p3R)‐mediated endocytosis (Devireddy et al. 2005; Yoon et al. 2006) and is secreted during exocytosis (Lee et al. 2012). At the cellular level of the central nervous system (CNS), Lcn2 is expressed in neurons (Naude et al. 2012; Xing et al. 2014), microglia, and astrocytes (Bi et al. 2013; Jang et al. 2013) and is released from those cells. The various functions of Lcn2 in the CNS have been reported. For example, Lcn2 released from injured neurons activates microglia and astrocytes (Xing et al. 2014). Activated microglia secrete Lcn2 and sensitize themselves to apoptosis (Lee et al. 2007). Lcn2 secreted from reactive astrocytes promotes neuronal death (Bi et al. 2013). In this study, we found the upregulation of Lcn2 expression following chronic DZP administration without increasing Lcn2‐positive cell number. In addition, Lcn2‐positive signal was detected in neuron, astrocyte, and microglia. However, because Lcn2 is secretable protein, it was not able to fully conclude that all cell types analyzed in this study express and secreted Lcn2. There is a possibility that glial cells express and secreted Lcn2, and subsequently Lcn2 was accumulated in neurons. At least, cell type‐specific localization of Lcn2 was not observed under the conditions of this study. Furthermore, it remains unknown how DZP regulates *Lcn2* mRNA expression levels. DZP is known as a positive allosteric modulator of GABA_A_‐Rs and enhances the inhibitory actions of GABA. GABA_A_‐R expression has been detected in not only neurons but also glial cells. Notably, a specific GABA_A_‐R‐mediated current response has been detected in astrocytes (Bormann and Kettenmann 1988; MacVicar et al. 1989; Steinhauser et al. 1994; Egawa et al. 2013) and cultured oligodendrocytes (Von Blankenfeld et al. 1991). This evidence suggests that chronic GABA_A_‐R modulation by DZP could occur in neurons, astrocytes, and oligodendrocytes. Additionally, Lcn2 expression levels may be directly or indirectly controlled by such GABA_A_‐R‐expressing cells. Lcn2 may be involved in the structural plasticity of neurons, such as reductions in spine density (Curto et al. 2016). Further analysis is needed to understand the relationship between Lcn2 expression and chronic GABA_A_‐R modulation.

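Apart from *Lcn2*, the genes of iron transport, storage and sensing had small differences between DZP and Ctrl. Of 35 iron homeostasis genes, 0 were called by limma in the cortex, hippocampus, or amygdala, and 0 when adjusted over the list alone. The list was not called by camera (adjusted p = 0.85, 0.32 and 0.39), while fry for changes in either direction called it in the hippocampus (adjusted p = 0.049). *Hamp*, which encodes the iron-regulating hormone hepcidin, had a log2 fold change of −0.32 in the hippocampus (adjusted p = 0.23, limma). *Cp*, which encodes the ferroxidase ceruloplasmin, had 0.47 in the hippocampus (adjusted p = 0.3). *Ireb2*, which encodes an iron-sensing RNA-binding protein, had −0.24 in the cortex (adjusted p = 0.38), and *Trf*, which encodes transferrin, had 0.31 in the amygdala (adjusted p = 0.52).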

The role of Lcn2 in DZP‐administered mice is unclear; Lcn2 upregulation in the brain after chronic DZP administration may affect iron homeostasis. Lcn2 is known to deliver siderophore‐bound iron to mammalian cells. Lcn2 binds to siderophore, and the complex is able to import via an Lcn2 receptor (Devireddy et al. 2005; Yoon et al. 2006). In some cell types, iron‐loaded Lcn2 increases intracellular iron levels, whereas iron‐lacking Lcn2 decreases intracellular iron levels (Devireddy et al. 2005; Richardson, 2005). In rat brain endothelial cells, the intracellular iron level was increased via Lcn2 application (Wu et al., 2015). Additionally, abnormal iron accumulation and the alteration of Lcn2 were reported in some neurodegenerative diseases, including Alzheimer's disease and multiple sclerosis (Berard et al. 2012; Naude et al. 2012; Weigel et al. 2014). Furthermore, astrocytic Lcn2 expression was triggered by biomolecules released from neuron, and neurotoxicity was induced via excessive iron delivery in Parkinson's disease model (Kim et al. 2016). This Lcn2‐induced neurotoxicity was increased by iron donor treatment, and was decreased by iron chelator treatment. On the other hand, DFO treatment reduced Lcn2 expression in brain injury model mice (Dong et al. 2013; Zhao et al. 2016). This evidence was consistent with our results of this study. Taken together, iron may have some role for the neurotoxic effect mediated by Lcn2 and the regulation of Lcn2 expression. The chronic modulation of GABA_A_‐Rs by DZP may be involved in the disruption of iron homeostasis due to the upregulation of Lcn2 expression without an inflammatory response, and the neurodegenerative effects (such as cognitive and learning impairment) could manifest as the adverse effects that are observed following chronic DZP administration (Golombok et al. 1988; Rummans et al. 1993).

Several studies have shown that Lcn2 expression is upregulated in various pathological conditions such as neurodegeneration, gliomas, brain injury, neuroinflammation, autoimmune disorders, encephalitis, hemorrhage, schizophrenia, and spinal cord injury (Reviewed by Jha et al., 2015). *Lcn2* gene expression was previously induced by several inflammatory stimuli, such as tumor necrosis factor‐*α* (TNF‐*α*), interleukin‐1*β* (IL‐1*β*), or interferon‐*γ* (IFN‐*γ*) or JAK2‐STAT5 pathway, in the 3T3‐L1 murine adipocyte cell line (Zhao and Stephens 2013). These signal transduction pathways have been intensively investigated in the immune system. Additionally, Lcn2‐related modulations of inflammatory responses in inflammatory or autoimmune disease conditions have been reported in Lcn2‐knockout mice (Berard et al. 2012; Shashidharamurthy et al. 2013). These factors indicate that chronic DZP treatment may be a potent inducer of proinflammatory genes in microglia. Regarding inflammation, cytokine expression levels were drastically increased in macrophages and microglia (Saglie et al. 1990; Banati et al. 1993). However, our microarray data showed that chronic DZP treatment did not affect the expression levels of proinflammatory genes such as *Tnf‐α*,* Il‐6*, or *Cxcl1*. 

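The signal intensity (log2) of *Tnf*, *Il6*, *Cxcl1* and *Nos2* was low, below the median of every array and the mean of the negative controls. That mean is no floor of the signal, so whether these transcripts were at background could not be told. *Tnf* had log2 fold changes of 0.14, −0.06 and 0.10 in the cortex, hippocampus, and amygdala (adjusted p = 0.68, 0.83 and 0.67, limma). *Il6* had −0.08, −0.04 and 0.00, *Cxcl1* had −0.05, −0.14 and 0.06, and *Nos2* had −0.01, 0.00 and 0.07. Of 27 proinflammatory genes, 0 were called over all clusters by limma in any region. When adjusted over the list alone, 2 rose in the cortex, and 0 in the hippocampus or the amygdala, and the list was not called by camera (adjusted p = 0.41, 0.41 and 0.31), while fry for changes in either direction called it in the cortex (adjusted p = 0.014). Camera called lists of cytokine response and glial reaction upward in the cortex, but each call was lost when 1 replicate was left out. Of 24 interferon-induced genes, 16 were higher there, 4 when adjusted over the list alone (camera, adjusted p = 0.0053, and adjusted p = 0.13 with an estimated correlation), and the list was not called in the hippocampus or the amygdala (adjusted p = 0.11 in each), apart from fry for changes in either direction in the hippocampus (adjusted p = 0.0067). Of 23 genes of the JAK-STAT3 and acute-phase response, to which *Lcn2* itself is known to respond, 17 were higher in the cortex (camera, adjusted p = 0.0027, and adjusted p = 0.28 with an estimated correlation) and 17 in the hippocampus (adjusted p = 0.021, and adjusted p = 0.44 with an estimated correlation), with 0 called by limma over the list alone in each. In the amygdala, the list was not called (adjusted p = 0.30). Of 31 reactive astrocyte genes, 22 were higher in the cortex (camera, adjusted p = 0.027, and adjusted p = 0.17 with an estimated correlation) and 21 in the hippocampus (adjusted p = 0.018, and adjusted p = 0.34 with an estimated correlation), again with 0 over the list alone. In the amygdala, the list was not called (adjusted p = 0.25). Of 19 microglia and macrophage genes, 14 were higher in the cortex, 1 when adjusted over the list alone (camera, adjusted p = 0.042, and adjusted p = 0.65 with an estimated correlation), and the list was not called in the hippocampus or the amygdala (adjusted p = 0.075 and 0.29). In the cortex, the adjusted p of camera was 0.088 for interferon-induced genes without DZP replicate 2, 0.085 and 0.063 for the JAK-STAT3 list without Ctrl replicate 3 and DZP replicate 3, 0.2, 0.088 and 0.092 for reactive astrocyte genes without Ctrl replicate 3, DZP replicate 2 and DZP replicate 3, and 0.069, 0.21, 0.074, 0.062 and 0.063 for microglia and macrophage genes without Ctrl replicate 2, Ctrl replicate 3 and DZP replicates 1, 2 and 3. In the hippocampus, it was 0.19, 0.061 and 0.11 for the JAK-STAT3 list without Ctrl replicate 3, DZP replicate 2 and DZP replicate 3, and 0.061 and 0.064 for reactive astrocyte genes without Ctrl replicate 3 and DZP replicate 1. Calls were gained without Ctrl replicate 1 for microglia and macrophage genes in the hippocampus and amygdala (upward, adjusted p = 0.0051 and 0.037) and without Ctrl replicate 2 for interferon-induced genes in the amygdala (upward, adjusted p = 0.019).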

The qRT‐PCR analysis also revealed that inflammatory‐related genes, such as *Tnf‐α*,* Il‐6*, and *Nos2* (*iNos*), were not altered (data not shown). Additionally, an immunohistochemical analysis revealed that signals of activated microglial markers (CD11b and CD68) were not detected in either control or chronic DZP‐treated mouse brain sections (data not shown). These results are in line with the fact that the expression levels of microglial proinflammatory genes were not increased following chronic BZD administration (Ramirez et al. 2016). These lines of evidence indicate that chronic DZP treatment did not lead to brain inflammation.

However, some of the genes altered by chronic DZP treatment were classified as relating to immune system processes in biological process by GO analysis (Fig. 1D). 

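The immune genes *Selp*, *Nr4a3* and *Nptx2* have a transcript cluster of their own. *Itpr1* is not the symbol of any gene-level cluster in the annotation used and was not analysed here. *Nr4a3* had a signal intensity (log2) of 9.76 ± 0.28 (SD, *n* = 3) in Ctrl and 8.73 ± 0.29 in DZP amygdala (log2 fold change −1.04, SE 0.16, adjusted p = 0.078, limma). Its log2 fold change was −0.42 in the cortex (adjusted p = 0.52) and −0.33 in the hippocampus (adjusted p = 0.45). The effect was not shown to differ between amygdala and cortex (difference −0.62, adjusted p = 0.58) or between hippocampus and amygdala (0.71, adjusted p = 0.41). *Nptx2*, which encodes a secreted pentraxin that gathers glutamate receptors at synapses, had a log2 fold change of −0.61 in the cortex (adjusted p = 0.21), −0.56 in the hippocampus (adjusted p = 0.12) and −0.22 in the amygdala (adjusted p = 0.64). The study chose these genes on these samples, so their counts are not independent evidence: when adjusted over the list alone, 1 was higher and 2 lower in the cortex, 1 higher and 1 lower in the hippocampus, and 0 higher and 1 lower in the amygdala, while limma called 0 over all clusters. The list was not called by camera (adjusted p = 0.53, 0.66 and 0.062), but downward in the amygdala without Ctrl replicate 2 or DZP replicate 3 (adjusted p = 0.037 in each).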

*Itpr1*,* Selp*, and *Cfh* (upregulated), along with *Nr4a3* and *Nptx2* (downregulated), were altered by chronic DZP treatment and were classified as immune system components. These genes are likely not induced by pro‐ or antiinflammatory responses. For example, *Nr4a3* is upregulated by Creb, a member of the leucine zipper family (Pei et al. 2006), in mice. The transcriptional activity of Creb is regulated by PKA or CaMKs (Brindle and Montminy 1992; Sassone‐Corsi 1995); thus, chronic DZP treatment is unlikely to be related to the inflammatory response. These items raise the possibility that the upregulation of *Lcn2* by chronic DZP treatment is not the result of an inflammatory response.

The alteration of DNA methylation is another hypothesis for the regulation of *Lcn2* expression. According to ENCODE at UCSC, there is a CpG island upstream of the *Lcn2* gene (chr2:32250995‐32252227 in NCBI37/mm9). However, this CpG island is present from the proximal promoter region to exon 1 of the *Ptges2* gene that is located next to the *Lcn2* gene; DNA methylation is not considered to be involved in *Lcn2* gene expression. Therefore, there is a possibility that another transcription factor(s) is activated by chronic DZP treatment and regulates *Lcn2* gene expression. Unfortunately, there are no significant peaks for various transcriptional factors in regulatory region of *Lcn2* in chromatin immunoprecipitation sequencing (ChIP‐seq) data from ENCODE at UCSC. Further investigation is necessary to clarify the signaling pathway of *Lcn2* gene expression following chronic DZP treatment.

In summary, we demonstrated that chronic DZP administration affected the expression levels of transcripts. This evidence suggests the possibility of additional effects of chronic DZP administration on signaling pathway and transcription modulation. Furthermore, the transcriptional and protein expression levels of Lcn2, which are related to iron transport, were upregulated without altering the expression levels of immunoreactive molecules. Chronic DZP administration may disrupt iron homeostasis, and cognitive and learning disorders could result.

## Authorship Contributions

T.F. developed the study concept. T.F., S.S., and Y.M. collected and analyzed the data. S.S. analyzed the Affymetrix microarray data. T.F. and S.S. wrote the first and final drafts of the manuscript. S.U. organized and directed the study. All other authors contributed to editing the manuscript.

## Disclosures

None declared.

## Supporting information

**Table S1.** The list of altered genes by chronic DZP treatment.

# Supplementary material for: Chronic diazepam administration increases the expression of Lcn2 in the CNS
**Source:** Pharmacol Res Perspect. 2017 Jan 31;5(1):e00283. doi: 10.1002/prp2.283
**Supplement:** Supplementary file 1 — Table S1. The list of altered genes by chronic DZP treatment.

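Table S1 lists the altered genes of each region with a fold change and an unadjusted P. Of its 193 entries, 141 match exactly 1 transcript cluster by gene symbol, 27 match several and 25 match none. For the 141 entries, the P computed from the deposited log2 values was within 0.0001 of the paper's in all 141. The fold change was within 0.01 of the paper's in 16 entries with the mean of each group, and in all 141 with a robust group mean, the one-step Tukey biweight with a tuning constant of 5, which was chosen after the values were seen. With the group means, 107 of the 141 entries passed the study's criteria, 36 in the cortex, 38 in the hippocampus and 33 in the amygdala. At an adjusted p under 0.05 from limma, 6 of the 141 were called, 1 in the cortex, 5 in the hippocampus and 0 in the amygdala.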

Supplemental Tabel S1: The list of altred genes by chronic DZP treatment.

| **Amg** |  |  |  |
| --- | --- | --- | --- |
| **Public ID** | **Fold Change** | **ANOVA P-value** | **Gene Symbol** |
| NM_015743 | -2.06 | 0.011057 | Nr4a3 |
| NM_001081134 | -1.93 | 0.030213 | Kcng1 |
| NM_153553 | -1.89 | 0.00151 | Npas4 |
| NM_177075 | -1.82 | 0.031697 | Fndc9 |
| NM_153155 | -1.81 | 0.049278 | C1ql3 |
| NR_029535 | -1.77 | 0.035149 | Mir99a |
| NM_031250 | -1.62 | 0.008435 | Ucn3 |
| NM_021272 | -1.61 | 0.00808 | Fabp7 |
| NM_183136 | -1.6 | 0.028882 | Spink8 |
| NM_198408 | -1.6 | 0.016615 | Crhbp |
| NR_106095 | -1.57 | 0.021018 | Mir7236 |
| NM_008795 | -1.54 | 0.031927 | Cdk18 |
| NM_027170 | -1.51 | 0.02511 | 2310057N15Rik |
| NM_008491 | 3.09 | 0.041668 | Lcn2 |
| NR_030601 | 2.2 | 0.014258 | Mir466d |
| NM_199058 | 2.15 | 0.041045 | Gpr6 |
| NR_106067 | 1.97 | 0.017552 | Mir7119; mmu-mir-7119 |
| NM_010076 | 1.9 | 0.034319 | Drd1a |
| ENSMUST00000103381 | 1.72 | 0.049397 | Ighm; Igkv8-27 |
| NM_146450 | 1.65 | 0.014722 | Olfr1314 |
| ENSMUST00000103461 | 1.64 | 0.026483 | Igh-VS107 |
| ENSMUST00000103898 | 1.63 | 0.033927 | Mir669o |
| NM_013616 | 1.63 | 0.007188 | Olfr65 |
| NR_030470 | 1.6 | 0.029365 | Mir669a-2 |
| NM_146903 | 1.6 | 0.00168 | Olfr871 |
| ENSMUST00000103883 | 1.59 | 0.000551 | Mir466b-8 |
| ENSMUST00000103910 | 1.59 | 0.000551 | Mir466e |
| NM_010585 | 1.59 | 0.046482 | Itpr1 |
| NM_147106 | 1.58 | 0.007116 | Olfr980 |
| OTTMUST00000117101 | 1.57 | 0.043755 | RP23-184F1.3 |
| NR_035408 | 1.55 | 0.018647 | Mir669a-1 |
| NR_037250 | 1.54 | 0.045018 | Mir669a-4 |
| NR_037251 | 1.54 | 0.045018 | Mir669a-5 |
| NR_037253 | 1.54 | 0.045018 | Mir669a-6 |
| NR_037255 | 1.54 | 0.045018 | Mir669a-7 |
| NR_037259 | 1.54 | 0.045018 | Mir669a-8 |
| NR_037260 | 1.54 | 0.045018 | Mir669a-9 |
| NR_037264 | 1.54 | 0.045018 | Mir669a-10 |
| NR_037266 | 1.54 | 0.045018 | Mir669a-11 |
| NR_037268 | 1.54 | 0.045018 | Mir669a-12 |
| NM_134241 | 1.54 | 0.015533 | Vmn1r212 |
| ENSMUST00000076614 | 1.54 | 0.033986 | Olfr1502 |
| NM_001039511 | 1.52 | 0.047952 | Ivns1abp |
| NM_001101488 | 1.51 | 0.01027 | Gsg1l |
| NR_029759 | 1.51 | 0.046333 | Mir325 |

How the deposited data were processed for this re-analysis (not part of the article)

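Total RNA from the cortex, hippocampus, and amygdala of mice given DZP or Intralipid (Ctrl) was measured on 18 Affymetrix Mouse Transcriptome Arrays 1.0, with 3 arrays per treatment and region. The samples were grouped by the treatment and region in their labels. Numbers 1 to 3 in the labels were taken as replicate numbers without order, and the labels do not pair arrays of different treatments. The 3 arrays of a group come from 3 mice, and the arrays of different regions share these mice. Each array was read at the gene level and the exon level, which makes 36 samples.

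The authors' values are log2 signal intensities, made with Affymetrix Expression Console 1.4.1 according to the submitters' processing notes. The algorithm of summarisation, background correction and normalization between arrays is not given in the sources used here. The deposited log2 values lie between 2.58 and 19.93 at the gene level and were used without further scaling. At the gene level, array medians lay between 5.86 and 6.03, means of negative-control probe sets between 6.71 and 6.80, and means of 1324 positive-control probe sets between 10.14 and 10.34. At the exon level, array medians lay between 6.90 and 6.94. The number of arrays and the signal over background limit the precision of these values. Arrays of the same group correlated over all clusters with r between 0.9932 and 0.9965, and the lowest r of any pair was 0.9818. These correlations are across clusters, which are not independent replicates.

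The gene-level table holds 72688 probe sets. The 6732 controls were left out and 65956 transcript clusters were tested, of which 1198 repeat the values of an earlier cluster. The exon-level table holds 725678 probe sets. The 6607 controls were left out, which have identical values at both levels, and 719071 probe sets were tested, of which 580167 carry 1 gene symbol, 18694 several and 120210 none. Gene symbols came from the annotation of the array. Of the symbols on clusters with 1 symbol, 30104 were matched to the RefSeq genes of GRCm38.p6, which were used for names and gene types only, and 338 were changed to the current symbol. No coordinates are given. For a gene with several clusters, the cluster with the highest mean over the 18 arrays was used. Clusters were classed as 18839 coding genes, 3016 noncoding genes, 7572 predicted genes with Gm numbers, 1219 pseudogenes, 2168 with several symbols and 33142 with none. Named genes, as counted at the claims, are the 21855 coding and noncoding genes.

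The statistics were computed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. A linear model with 6 groups was fitted to all arrays with limma and moderated by its empirical Bayes method, at the gene level and at the exon level. DZP was compared with Ctrl within each region, and the effects of DZP were compared between regions as interaction contrasts. The p-values were adjusted by the Benjamini-Hochberg method over all clusters or probe sets, with a threshold of 0.05. An average effect was tested on the mean of the log2 values over the 3 regions for each treatment and number. The study's criteria, an unadjusted P below 0.05 and a fold change of at least 1.5, were also applied to the same values. With 3 arrays against 3, an exact permutation test cannot give a p below 0.10, so no such test is reported for single genes. The share of clusters whose groups do not overlap is 10% by chance.

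The tested lists and families, 39 in all, were taken from the paper or from general knowledge. Table S1 had been read by then, and several families and markers that it names, small nucleolar RNA, 5S ribosomal RNA, vomeronasal receptors, *Speer* genes and striatal genes among them, were chosen with it in view, so their tests on the same arrays are not independent of it. The lists were genes the paper reports as shared between regions, housekeeping genes and immune genes of the paper, proinflammatory, interferon-induced, JAK-STAT3 and acute-phase, reactive astrocyte, glucocorticoid-induced, iron homeostasis, GABA_A_ receptor subunit, glutamate receptor and kinase, activity-regulated, and diazepam target and metabolism genes, and markers of interneurons and neuropeptides, excitatory neurons, microglia and macrophages, border macrophages and antigen-presenting cells, astrocytes, oligodendrocytes, oligodendrocyte precursors, endothelium, pericytes and smooth muscle, meningeal and perivascular fibroblasts, choroid plexus and ependyma, blood cells, striatum, amygdala, hippocampal fields, and thalamus and hypothalamus. The families, found by symbol pattern, were small nucleolar RNA, 5S ribosomal RNA, spliceosomal and U RNA, microRNA, vomeronasal receptors, olfactory receptors, immunoglobulin and T cell receptor segments, multicopy testis-expressed genes of the X and Y chromosomes, *Speer* genes and cytosolic ribosomal proteins. Mitochondrial tRNA (1 cluster measured) and mitochondrial protein-coding genes (0 measured) were too few to test. The patterns of multicopy genes and of immunoglobulin segments also took in a few genes outside the families by their names, such as *Slx4*, *Slx4ip*, *Ighmbp2* and *Iglon5*. Each list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, and its members were also adjusted over the list alone. Fry was run for a shared direction and for changes in either direction. A few changed members can pass the latter.

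Genes were named by a rule: every gene the paper names from the arrays, 27 in all; in each region, up to 10 genes rising and 10 falling by the largest change among those with an adjusted p under 0.05 and no overlap of the groups, filled from those passing the study's criteria in order of limma p; and up to 4 members of each list with the smallest p in the region. The rule named 351 genes. The fold changes and p-values of Table S1 had been seen when the rule was written.

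The steps were tested on simulated data in which 50 clusters each were changed 1.5-, 2-, 3- and 4-fold. The changed clusters were all above the median level, and the noise was normal and independent between clusters and arrays, unlike that of real arrays. Of clusters changed 3-fold, limma recovered 98%, 98% and 100% in the cortex, hippocampus, and amygdala, and of clusters changed 4-fold 100% in each. Of 175, 181 and 175 clusters called, 6, 11 and 8 were unchanged, and 93, 102 and 87 unchanged clusters passed the study's criteria. A list raised in the simulation had a camera p of 4.0e-59, 1.8e-57 and 1.8e-68, and an unchanged list 0.25, 0.42 and 0.92.

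The alternatives tried were quantile normalization over the 18 arrays, centring each array on its median, a filter on dim clusters, a fit of the arrays of the region only, the replicate number as a block, treatment and replicate number as a random block over regions, array weights, an intensity trend with robust moderation, leaving out each array in turn, the study's test with Benjamini-Hochberg adjustment, limma p in the study's criteria, and a fold change of 2. Further alternatives, chosen after seeing the data, were a Tukey biweight mean in place of the mean, a restriction to clusters with 1 symbol, the endothelial list without the genes of Table S1, and counting clusters with repeated values once. The qRT-PCR, western blot, immunohistochemistry and deferoxamine experiments of the paper were not analysed here.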

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

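The tests of the multicopy genes and the counts over other splits of the arrays were chosen after the results were seen, and the bound used to judge the small RNA test was set after its value was seen. The permutation tests of the small RNA correlation, over all 46656 permutations of the arrays within groups, were added then too.

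The effect of DZP differed between regions, by the interaction contrasts of limma, for 3 clusters between hippocampus and cortex and for 8 between hippocampus and amygdala. The only one of these with a gene symbol was the predicted gene *Gm25834*, with a difference of −1.08 between hippocampus and amygdala. For hippocampus against cortex, 4 of 100 drawn labelings gave as many calls, the real one included (highest other 532), and for hippocampus against amygdala 4 of 100 (highest other 220). Drawn labels also move any effect of DZP that the regions share into the spread within groups, which can lower the calls. These shares thus cannot decide whether the regions differ in their response. For amygdala against cortex, limma called 0 clusters (4877 at an unadjusted p under 0.05), and all 100 labelings gave as many (highest other 144). The labelings with 532 and 220 calls kept the treatment of all 6 hippocampal arrays and exchanged that of 4 of the 6 arrays of the other region, so a response shared by the regions could raise these counts, as could a structure of the samples, and the source was not settled.

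Many called clusters lie outside the genes that the paper discusses, since they carry no gene symbol. In the cortex, these were 4 of the clusters that rose and 18 of those that fell, and in the hippocampus 2 that rose and 34 that fell. Examples that fell are TC0600001936 in the cortex (log2 fold change −1.13, adjusted p = 0.0038) and TC1000001976 in the hippocampus (−1.64, adjusted p = 0.002), and one that rose is TC1000002854 in the cortex (0.80, adjusted p = 0.018). Of the 10 splits of the arrays of a region, which are too few for a share under 0.05, the real one called 24 clusters in the cortex (highest other 0), 48 in the hippocampus (highest other 3) and 0 in the amygdala (highest other 15), so 1, 1 and 10 splits called as many as the real one. In the amygdala, the treatment called 0, so any split with a call exceeds it, which by itself shows no structure of the samples. The split with 15 calls set Ctrl arrays 1 and 3 and DZP array 3 against Ctrl array 2 and DZP arrays 1 and 2. These are the arrays with lower (8.36, 7.98 and 8.54) and higher (8.82, 9.40 and 9.53) means of the striatal genes. Whether the calls follow striatal content was not tested. For the study's criteria, the real split passed 299 clusters in the cortex (highest other 293), 790 in the hippocampus (highest other 211) and 141 in the amygdala (highest other 201), and 1, 1 and 3 splits passed as many. For the average over the regions, the real split and every other called 0 clusters (6416 at an unadjusted p under 0.05), so 10 of 10 splits gave as many.

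At the exon level, outside *Lcn2*, 383 probe sets were called in the hippocampus and 2 in the amygdala. Among 10 splits, again too few for a share under 0.05, 1 called as many in the hippocampus (highest other 3), 1 in the amygdala (highest other 0), and 10 in the cortex, where the real split called 0 (highest other 2; 41464 at an unadjusted p under 0.05).

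Striatal genes were higher in the DZP amygdala. The striatum borders the amygdala, so a candidate explanation is a different share of striatal tissue in the punches. If so, striatal genes other than *Drd1*, *Gpr6* and *Pde10a*, which Table S1 or the paper names, should be higher too, and the median log2 fold change of the other 13 was 0.65, with all 13 positive (0.20 to 1.66), as this explanation needs. The family means of single arrays were 8.36, 8.82 and 7.98 in Ctrl and 9.40, 9.53 and 8.54 in DZP, so the groups overlap. Their ranges, 0.83 in Ctrl and 1.00 in DZP, were larger than the difference of the group means, 0.77. An effect of DZP on striatal neurons or on the regulation of these genes was not tested and stays open.

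Small nucleolar RNA was higher in the DZP cortex. A candidate explanation is a recovery of small RNA that varies from array to array. The difference of the family mean, 0.38, was 3.48 times the SD within groups, 0.11, and between 2.93 and 8.43 times without 1 array. The ratio was 2.78 for 5S ribosomal RNA and 5.44 for spliceosomal and U RNA, and within groups small nucleolar and 5S ribosomal RNA varied together over the 18 arrays, as this explanation needs (Pearson r = 0.84, permutation p = 0.0028; Spearman r = 0.78, permutation p = 0.002), while spliceosomal and U RNA did so less (Pearson r = 0.58, permutation p = 0.056; Spearman r = 0.43, permutation p = 0.12). The groups are separated by more than their spread, but a difference in handling between the groups would separate them too, so recovery and an effect of DZP cannot be told apart with 3 arrays per group.

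Multicopy testis-expressed genes of the X and Y chromosomes were lower in the DZP hippocampus, with a difference of −0.89 in the family mean. The mean of the negative controls, which a shift of the background should move, differed by 0.00 (6.76 in both groups). It lay between 6.71 and 6.80 on all arrays, after a normalization that is not given. A mean held this close cannot exclude a shift of dim probe sets, so this explanation stays open. A variation from array to array that also separates arrays of a group remains possible, since the family mean ranged over 1.44 within the Ctrl arrays of the amygdala, more than the fall. *Speer* genes moved by −0.33 there. The 34 clusters without a symbol that limma called downward in the hippocampus moved by −1.25 on average. They were chosen for that fall, so this mean is no separate evidence. An effect of DZP was not tested separately and stays open.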

How the results depend on the processing

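The added alternatives, named as such below, were chosen after seeing the data. Where an alternative changed a result, the cause was not tested, apart from the smaller number of arrays or clusters that some alternatives use by construction. Signal over background limits dim clusters, which cannot be told from background.

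In the cortex, limma called 24 clusters (4 up, 20 down), 26 with quantile normalization (5 up, 21 down), but 6 with each array centred on its median (1 up, 5 down; all 6 shared), 74 with array weights (17 up, 57 down; 24 shared), 42 among clusters at or above the median level (23 shared), 0 with only the 6 arrays of the region, 1 by the study's test with Benjamini-Hochberg adjustment and 1 among clusters with 1 symbol (added). Leaving out each array gave 1 to 38, namely 6 without Ctrl replicate 1, 1 without Ctrl replicate 2, 38 without Ctrl replicate 3, 5 without DZP replicate 1, 1 without DZP replicate 2 and 8 without DZP replicate 3. In the hippocampus, limma called 48 (5 up, 43 down), 43 with quantile normalization (7 up, 36 down), 37 with array weights (2 up, 35 down), but 159 with centring (36 up, 123 down; 46 shared), 236 at or above the median level (46 shared), 495 with only the arrays of the region (37 shared), 0 by the study's test with adjustment and 6 among clusters with 1 symbol (added). Leaving out each array gave 11 to 123, with 14 without Ctrl replicate 1, 11 without Ctrl replicate 2, 27 without DZP replicate 2 and 123 without DZP replicate 3. In the amygdala, limma called 0, but 15 without Ctrl replicate 3 (3 up, 12 down), 19 without DZP replicate 3 (16 up, 3 down) and 5 among clusters with 1 symbol (added), with 0 without the other arrays; at an unadjusted p under 0.05 there were 6203.

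With the replicate number as a block, limma called 55 clusters in the cortex (0 up, 55 down; 2 shared) and 387 in the hippocampus (5 up, 382 down; 28 shared), and 455 passed the study's criteria in the cortex (64 up, 391 down). The numbers do not pair Ctrl with DZP arrays. After removing the mean of each group, those of the same number correlated with r of −0.1 to 0.2, and 2 of 9 correlated best with their own number. Arrays of the same treatment and number in different regions correlated with r of −0.16 to 0.42, with 6 of 18 above 0.1. The regions share mice by the design, but whether a number marks a mouse stays open.

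The study's criteria passed 299 clusters in the cortex (117 up, 182 down), 287 with quantile normalization (138 up, 149 down) and 294 with centring (150 up, 144 down); 790 in the hippocampus, with 747 (92 up, 655 down) and 734 (136 up, 598 down); and 141 in the amygdala (83 up, 58 down), with 136 (73 up, 63 down) and 124 (42 up, 82 down). With the limma p, 854 passed in the cortex and 252 in the amygdala. With a fold change of 2, 38, 364 and 8 passed in the cortex, hippocampus, and amygdala. Among named genes, at a fold change of 1.5, 46, 75 and 38 passed, or 53, 85 and 40 with a Tukey biweight mean (added). Leaving out each array gave 242 to 371 in the cortex, 645 to 1003 in the hippocampus and 101 to 434 in the amygdala, with 434 without Ctrl replicate 2, 259 without Ctrl replicate 3 and 294 without DZP replicate 3.

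*Lcn2* kept its direction under every alternative. In the hippocampus, its adjusted p of 0.041 rose to 0.15 without Ctrl replicate 1 (log2 fold change 1.89), 0.14 without Ctrl replicate 2 (1.89), 0.085 without Ctrl replicate 3 (1.79), 0.12 without DZP replicate 2 (1.77), 0.071 without DZP replicate 3 (1.72), and 0.28 by the study's test with adjustment (1.86). Without each array, its log2 fold change was 1.28 to 1.59, 1.72 to 2.08 and 1.13 to 1.98 in the cortex, hippocampus, and amygdala. The mean log2 fold change of its exonic PSRs was 2.83 to 4.59, 3.32 to 4.44 and 2.20 to 4.19 without each array.

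On average over the regions, limma called 0 clusters (6416 at an unadjusted p under 0.05), but 52 in the mean of the 3 contrasts (25 up, 27 down) and 464 without Ctrl replicate 2 (13 up, 451 down), with a range of 0 to 464. For these results, each replicate number of a treatment was left out of all 3 regions at once. Between hippocampus and cortex, 3 clusters became 1 with centring and 0 to 5 without each replicate number (1 without Ctrl replicate 1, 0 without Ctrl replicate 2, 5 without Ctrl replicate 3 and 0 without each DZP replicate). Between hippocampus and amygdala, 8 became 0 with centring, 0 with array weights and 0 without any of the replicate numbers, with 6140 at an unadjusted p under 0.05 in the fit of all arrays.

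Of the results for lists under alternatives, 765 stayed on their side of the threshold (67 of 942 changed direction while called neither before nor after), 56 became calls, 115 lost one and 6 turned. Outside Table S1 (added), endothelial genes were no longer called in the cortex (0.2), nor in the hippocampus with an estimated correlation (0.24). The camera test turned for choroid plexus genes without Ctrl replicate 2 in the hippocampus (Up, adjusted p = 0.034; range without each array 0.034 to 0.57) and without Ctrl replicate 3 in the amygdala (Up, 0.98; 7.6e-04 to 0.98), for 5S ribosomal RNA in the hippocampus without Ctrl replicate 3 (Up, 0.042) and DZP replicate 2 (Up, 4.1e-04; 5.6e-11 to 0.3), for small nucleolar RNA genes in the hippocampus without DZP replicate 3 (Down, 0.61; 4.7e-05 to 0.61) and for vomeronasal receptors in the amygdala without Ctrl replicate 2 (Down, 0.36; 1.1e-05 to 0.36). Of the results for named genes, 6889 stayed on their side, 60 became calls, 40 lost one and 0 turned while called; of 6989, 34 changed sign while called neither before nor after.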

Differences from the paper's values

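The paper gives 90% as the share of altered noncoding genes of the amygdala that were downregulated, and here it was 15.8%, with 84.2% upregulated, so the values lie close only if the direction of the 90% is exchanged. The paper's Table S1, its entries classed as here, lists 16 noncoding genes of the amygdala as upregulated and 1 as downregulated. This classing leaves out entries with several symbols (2 up, 1 down) and without a cluster (2 up). The microRNA genes *Mir7119*, upregulated, and *Mir7236*, downregulated, are left out in this way. The paper's own list thus goes against the direction that it gives for the 90%. All alternatives set before the data were examined also differ from the paper's 90%, with 14.3% (quantile normalization), 42.9% (centring), 11.1% (clusters at or above the median level), 33.3% (replicate block), 40.0% (without Ctrl replicate 1), 50% (without Ctrl replicate 2), 10.5% (without Ctrl replicate 3), 57.1% (without DZP replicate 1), 25% (without DZP replicate 2), 15.4% (without DZP replicate 3), 19% (limma p) and 0% (fold change of 2), as does the Tukey biweight mean, chosen after seeing the values (5.88%).

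In the paper's Fig. 1B, read by eye, about 14 coding and about 18 noncoding genes of the amygdala were downregulated and about 2 noncoding genes were upregulated. Here 9 coding and 3 noncoding genes were lower and 16 noncoding genes higher. Counts over 1.5 times apart from the paper's, in either direction, are said to differ, and the counts below that are said not to differ lie within that bound and need not be equal. With the directions exchanged, the figure's counts lie within that bound of the 10 higher and 9 lower coding genes and the 16 higher and 3 lower noncoding genes found here. The paper's own Table 2 lists more upregulated than downregulated genes in the amygdala, as was found here. Its Table S1 lists mostly upregulated noncoding genes there. A noncoding count below that lies close to the bars as read therefore departs from the paper's own list. For the downregulated coding genes, the value does not differ with centring (15), the replicate block (10), without Ctrl replicate 1 (10), without Ctrl replicate 3 (20), without DZP replicate 3 (13) and with the limma p (20), nor with the Tukey biweight mean (12), which was chosen after seeing the values and drops 0 of the entries of Table S1 that match a single cluster; it differs under the other alternatives. For the downregulated noncoding genes, it does not differ without Ctrl replicate 2 (17) and differs under the others. For the upregulated noncoding genes, it does not differ with the replicate block (2), without Ctrl replicate 1 (3) and without DZP replicate 1 (3), and differs under the others.

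For upregulated coding genes, the paper's Fig. 1B shows about 11 in the cortex and about 19 in the hippocampus, read by eye, and here 6 and 12 passed. In the cortex, the value does not differ with the limma p (13) or, chosen after seeing the values and dropping 0 of the matched entries of Table S1, the Tukey biweight mean (8), and it differs under the other alternatives. In the hippocampus, it does not differ with quantile normalization (18), centring (20), without DZP replicate 1 (13), without DZP replicate 3 (24), with the limma p (22) or with the Tukey biweight mean (15), and it differs under the others.

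The paper lists *Vwf* as upregulated in the cortex and hippocampus and *Fabp7* as downregulated in the cortex. Here the fold changes of *Vwf*, 1.49 in both regions, and of *Fabp7*, 0.699, had the paper's direction and missed its criteria narrowly, as did *Nptx2* in the hippocampus (0.677). With the Tukey biweight mean, chosen after seeing the values, these entries pass, with 0.636 for *Fabp7* and 0.656 for *Nptx2*, and 0 of the matched entries of Table S1 are dropped. The paper reports that no noncoding gene was altered in more than 1 region, and here *Mir99a* passed the criteria in the hippocampus (fold change 0.657) and the amygdala (0.645). The paper reports no difference in *Actb*, and here its unadjusted P by the study's test in the hippocampus was 0.021, at a fold change of 1.07 and an adjusted p of 0.63 from limma. The paper's text counts more downregulated genes of the hippocampus by class than its Table 2 gives in total.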

Other observations

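Of 15 oligodendrocyte genes, 14 had a higher mean in the DZP amygdala (median log2 fold change 0.31), with 0 called by limma and 0 when adjusted over the list alone (camera, adjusted p = 6.8e-04, and adjusted p = 0.54 with an estimated correlation; 0.41 without Ctrl replicate 3), and the list was not called in the cortex or hippocampus (adjusted p = 0.70 and 0.37). The myelin proteins *Mbp*, *Mag*, *Mobp* and *Mal* had log2 fold changes of 0.41, 0.53, 0.67 and 0.57 there (adjusted p = 0.39, 0.39, 0.44 and 0.45). Of 15 blood cell genes, 13 were higher in the amygdala (median 0.17; camera, adjusted p = 0.0035, and adjusted p = 0.42 with an estimated correlation), against adjusted p = 0.56 and 0.073 in the cortex and hippocampus (upward in the hippocampus, 0.043, 0.025 and 0.032, without Ctrl replicate 1, DZP replicate 1 and DZP replicate 3). Of 15 choroid plexus and ependymal genes, 14 were lower in the amygdala (median −0.28; camera, adjusted p = 0.024, and adjusted p = 0.70 with an estimated correlation), against adjusted p = 0.70 and 0.83 in the cortex and hippocampus (upward in the hippocampus, 0.034, without Ctrl replicate 2). The markers of the striatum, which borders the amygdala, were higher in the same arrays, and a different share of neighbouring tissue was not tested for these lists. The choroid plexus call was lost without DZP replicate 2 (adjusted p = 0.072) and turned upward without Ctrl replicate 3 (adjusted p = 0.98). For none of these lists did limma call a gene over all clusters in the amygdala.

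Of 16 GABA_A_ receptor subunit genes, 0 were called by limma in any region and 0 when adjusted over the list alone, and camera did not call the list (adjusted p = 0.70, 0.26 and 0.29 in the cortex, hippocampus, and amygdala), but called it downward in the amygdala without Ctrl replicate 3 (adjusted p = 0.042). A test for changes of members in either direction, by fry, called the list in the amygdala (adjusted p = 0.0024), but not in the cortex or hippocampus (0.62 and 0.39). That test also called astrocyte genes in the cortex and hippocampus (0.046 and 0.049), and the test of fry for a shared direction called the endothelial list in the hippocampus alone (0.0028). The largest differences were those of *Gabra3* in the hippocampus (log2 fold change 0.49, adjusted p = 0.24), *Gabrg1* (−0.41, adjusted p = 0.42) and *Gabrd* (0.38, adjusted p = 0.42) in the amygdala and *Gabra5* in the cortex (0.29, adjusted p = 0.5). Camera also did not call, in the same order of regions, 15 diazepam target and metabolism genes (adjusted p = 0.84, 0.83 and 0.31), 27 glucocorticoid-induced genes (0.39, 0.96 and 0.30), 17 astrocyte genes (0.075, 0.079 and 0.20), 9 oligodendrocyte precursor genes (0.74, 0.77 and 0.29), 16 excitatory neuron genes (0.76, 0.073 and 0.14), 14 hippocampal field genes (0.33, 0.073 and 0.25) and 15 thalamic and hypothalamic genes (0.84, 0.96 and 0.20). Leaving out 1 replicate made camera call glucocorticoid-induced genes (cortex without DZP replicate 1, 5.4e-04; amygdala without DZP replicate 2, 0.006), astrocyte genes (cortex without DZP replicate 2, 0.047; hippocampus without Ctrl replicate 1, Ctrl replicate 3 and DZP replicate 2, 0.046, 0.046 and 0.031; amygdala without Ctrl replicate 3 and DZP replicate 3, 0.0078 and 0.023), oligodendrocyte precursor genes (amygdala without Ctrl replicate 3, 0.036), excitatory neuron genes (hippocampus without Ctrl replicate 3 and DZP replicate 2, 0.024 and 0.033; amygdala without DZP replicate 3, 0.048), hippocampal field genes (hippocampus without Ctrl replicates 2 and 3 and DZP replicates 1 and 3, 0.01, 0.0048, 0.026 and 0.016) and thalamic and hypothalamic genes (amygdala without Ctrl replicate 2 and DZP replicate 1, 0.048 and 0.039). When adjusted over the list alone, 1 astrocyte gene fell in the amygdala, and 1 excitatory neuron gene fell in the cortex and 2 in the amygdala.

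In the regions not given at the claims, camera did not call striatal genes (cortex and hippocampus, adjusted p = 0.84 and 0.88), amygdala genes (0.57 and 0.066), pericyte and smooth muscle genes (cortex and amygdala, 0.57 and 0.30), meningeal and perivascular fibroblast genes (0.078 and 0.31), *Speer* genes (0.06 and 0.19), ribosomal protein genes (hippocampus and amygdala, 0.97 and 0.31) and multicopy testis-expressed genes of the X and Y chromosomes (amygdala, 0.089). Leaving out 1 replicate made calls of amygdala genes upward in the hippocampus (0.026, 0.048 and 0.036 without Ctrl replicate 3, DZP replicate 2 and DZP replicate 3), pericyte and smooth muscle genes upward in the amygdala (0.019 without Ctrl replicate 2), and fibroblast genes upward in the cortex (0.0095 without DZP replicate 1) and downward in the amygdala (0.017 and 0.04 without Ctrl replicate 1 and DZP replicate 3). It also made calls of *Speer* genes downward in the cortex (0.0018, 0.018 and 8.9e-04 without Ctrl replicate 2, Ctrl replicate 3 and DZP replicate 1) and upward in the amygdala (0.027 without Ctrl replicate 1), and, downward in the amygdala, of ribosomal protein genes (0.0057 without Ctrl replicate 3) and of the multicopy genes of the X and Y chromosomes (1.6e-12 and 0.04 without Ctrl replicate 2 and DZP replicate 3). In the cortex, camera called the multicopy family downward (adjusted p = 2.3e-16, and adjusted p = 0.28 with an estimated correlation). Vomeronasal receptor clusters were called downward in the cortex (adjusted p = 2.1e-05, and adjusted p = 0.67 with an estimated correlation) and upward in the amygdala (adjusted p = 0.046, and adjusted p = 0.70 with an estimated correlation), where the call was lost without DZP replicate 1 or 2 (0.071 and 0.11) and turned downward without Ctrl replicate 2 (0.36). Of 1247 olfactory receptor clusters, 892 were higher in the amygdala, with *Olfr871* (0.68) and *Olfr980* (0.61) passing when adjusted over the list alone (camera, adjusted p = 6.8e-04, and adjusted p = 0.67 with an estimated correlation; 0.15 without Ctrl replicate 2), against adjusted p = 0.075 and 0.073 in the cortex and hippocampus, which became calls downward in the cortex (0.015 and 0.042 without Ctrl replicate 2 and DZP replicate 3) and upward in the hippocampus (0.011, 0.0031 and 0.048 without Ctrl replicate 1, DZP replicate 1 and DZP replicate 3). Of 384 immunoglobulin and T cell receptor segments, 284 were higher in the amygdala (adjusted p = 0.0063, and adjusted p = 0.70 with an estimated correlation; 0.39, 0.11 and 0.056 without Ctrl replicate 2, DZP replicate 1 and DZP replicate 2), against 0.63 and 0.76. The median log2 fold change of all clusters was 0.00 in the cortex, −0.01 in the hippocampus and 0.03 in the amygdala. A lower mean in DZP was found for 51.6%, 52.0% and 42.0% of them. Clusters wholly higher in the DZP amygdala had a median level of 5.22 (log2), and wholly lower ones 7.98. The olfactory, vomeronasal and immunoglobulin families are dim as well (median levels 4.63, 4.84 and 5.17). Their rise there was thus not shown to be particular to them.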
